# In depth analysis of genes and pathways of the mammary gland involved in the pathogenesis of bovine *Escherichia coli-*mastitis

**DOI:** 10.1186/1471-2164-12-130

**Published:** 2011-02-28

**Authors:** Bart Buitenhuis, Christine M Røntved, Stefan M Edwards, Klaus L Ingvartsen, Peter Sørensen

## Abstract

**Background:**

Bovine mastitis is one of the most costly and prevalent diseases affecting dairy cows worldwide. In order to develop new strategies to prevent *Escherichia coli*-induced mastitis, a detailed understanding of the molecular mechanisms underlying the host immune response to an *E. coli *infection is necessary. To this end, we performed a global gene-expression analysis of mammary gland tissue collected from dairy cows that had been exposed to a controlled *E. coli *infection. Biopsy samples of healthy and infected utter tissue were collected at T = 24 h post-infection (p.i.) and at T = 192 h p.i. to represent the acute phase response (APR) and chronic stage, respectively. Differentially expressed (DE) genes for each stage were analyzed and the DE genes detected at T = 24 h were also compared to data collected from two previous *E. coli *mastitis studies that were carried out on *post mortem *tissue.

**Results:**

Nine-hundred-eighty-two transcripts were found to be differentially expressed in infected tissue at T = 24 (*P *< 0.05). Up-regulated transcripts (699) were largely associated with immune response functions, while the down-regulated transcripts (229) were principally involved in fat metabolism. At T = 192 h, all of the up-regulated transcripts were associated with tissue healing processes. Comparison of T = 24 h DE genes detected in the three *E. coli *mastitis studies revealed 248 were common and mainly involved immune response functions. KEGG pathway analysis indicated that these genes were involved in 12 pathways related to the pro-inflammatory response and APR, but also identified significant representation of two unexpected pathways: natural killer cell-mediated cytotoxicity pathway (KEGG04650) and the Rig-I-like receptor signalling pathway (KEGG04622).

**Conclusions:**

In *E. coli*-induced mastitis, infected mammary gland tissue was found to significantly up-regulate expression of genes related to the immune response and down-regulate genes related to fat metabolism. Up to 25% of the DE immune response genes common to the three *E. coli *mastitis studies at T = 24 h were independent of *E. coli *strain and dose, cow lactation stage and number, tissue collection method and gene analysis method used. Hence, these DE genes likely represent important mediators of the local APR against *E. coli *in the mammary gland.

## Background

Inflammation of the udder tissue, known as mastitis, has become one of the most costly and prevalent diseases affecting dairy cows worldwide [1]. Mastitis onset has been associated with many different bacterial infections, but the most common are staphylococci, streptococci and coliform bacteria [2]. *Escherichia coli *(*E. coli*) is a prevalent environmental pathogen that routinely colonizes dairy cattle, and represents a significant risk of mastitis [2]. *E. coli*-induced mastitis is characterized as a relatively short-term disease process [3] and induces a distinct acute phase response (APR). The precise response kinetics, however, depend on various biological and environmental factors, such as host diet, *E. coli *strain and dose, and time of infection [4].

The innate immune response is triggered at the earliest stages of infection, as its function is to recognize pathogens that have not been encountered before [5]. Therefore, the innate immune system is effectively the first line of defence against intramammary *E. coli *infection. Many of the cytokines and other inflammatory mediators involved in the innate immune response are characterized by a specific pathogen-dependent expression profile [6]. Gram-negative bacteria, such as *E. coli*, are characterized by an early and high expression of cytokines and other inflammatory mediators in the milk, while Gram-positive bacteria, such as *Staphylococcus aureus *(*S. aureus*), show a lower and/or delayed expression of cytokines and other inflammatory mediators in the milk [6]. Moreover, the inflammatory responsiveness to *E. coli *endotoxin is highly influenced by the cows' lactation stage [7,8]. Recently, the Toll-Like Receptor (TLR)-4 transduction pathway was suggested as a crucial contributor to robust mammary gland immune defence against *E. coli *mastitis [9,10]. This pathway involves induction of cellular inflammatory and apoptotic responses, and eventually leads to the activation of NF-κB factors in resident macrophages, monocytes and epithelial cells [9,10]. Diapedesis of polymorphonuclear neutrophil leukocytes (PMN) is impaired in early lactation, and a reduced neutrophil influx into the mammary gland during the APR is believed to promote the incidence of severe *E. coli *mastitis during this period [11]. Hence, both macrophages and neutrophils are considered as important players in the local APR during *E. coli *mastitis.

To gain a detailed understanding of the defence mechanisms employed by the mammary gland, the genes and gene pathways that are altered in response to the presence of pathogenic bacteria should be identified and characterized. The development of microarray technology has enabled comprehensive screening of defined gene expression profiles in specific tissues, such as the mammary gland. Recently, this type of analysis was carried out on udder tissue collected *post mortem *in dairy cows experimentally infected with medium to high doses of *S. aureus *[12], *S. uberis *[13] and *E. coli *[14,15] intramammary.

The principal focus of our study was on the gene-expressions in udder tissue biopsies collected *ante mortem *from dairy cows during the APR (24 h p.i) and the chronic stage (192 h p.i) of the *E. coli *infection when using a low inoculation dose of *E. coli *in early lactation. The aim being to identify the global mammary gland gene expressions and gene pathways associated with bovine *E. coli *mastitis during the acute and chronic stage of the infection in early lactating dairy cows. Furthermore, the aim was to identify common genes involved in the local mammary gland APR between our study and two other gene-expression studies on *E. coli *mastitis [14,15] independent of *E. coli *strain and dose, cow's lactation stage and number, tissue collection method and gene analysis used in the studies.

## Results

### Clinical examinations and para-clinical measurements

All challenged cows (n = 16) developed *E. coli *mastitis and were free of infections with other major udder pathogens during sampling. *E. coli *was identified in the infected quarters of all 16 cows at 24 h after inoculation. At T = 120 h p.i., *E. coli *was present in variable concentrations in eight of the cows, and by 192 h all cows had cleared the infection.

Body temperature, colony forming units (CFU/ml) of *E. coli *in the milk, milk somatic cell count (SCC), and the concentrations of Milk Amyloid A (MAA) and of Serum Amyloid A (SAA) in blood in response to *E. coli *infection at time points T = 0 h, T = 24 h, and T = 192 h are presented in Figure 1. In the acute phase (T = 24 h), the body temperature, *E. coli *CFU in the milk, SCC, concentrations of MAA in milk and SAA in blood were significantly increased, as compared to the data from T = 0 h and T = 192 h. These findings were consistent with symptomology of *E. coli*-induced mastitis, and confirmed the model system. At T = 192 h, even though all cows had successfully cleared the *E. coli*, SCC and MAA concentrations remained higher than at T = 0 but to a lesser extent than observed at T = 24 h. These findings confirmed the establishment of the chronic stage.

**Figure 1:**
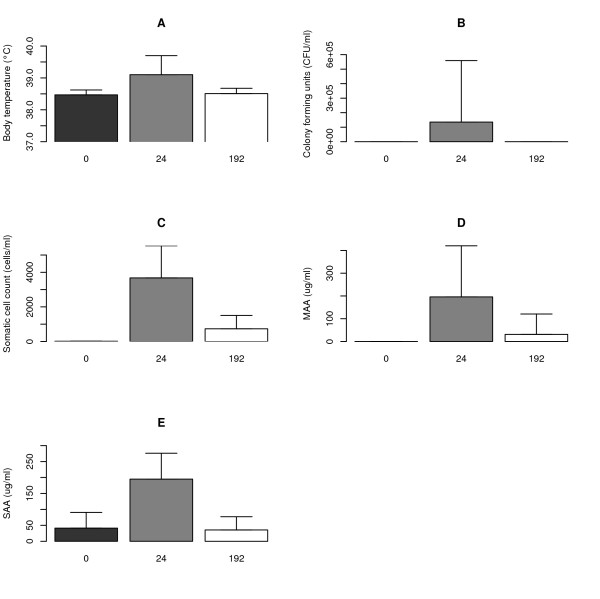
**Overview of the clinical examination and para-clinical measurement of the cows infected with *E. coli *at T = 0 h (black), T = 24 h (grey) and T = 192 h (white)**. The bars correspond to the mean values of the trait, while the whiskers on the bars correspond to the standard deviation. A: body temperature of the cows (°C), B: number of *E. coli *bacteria in the milk (CFU/ml), C: somatic cell count in the milk (cells/ml), D: concentration of Milk Amyloid A in milk (μg/ml), and E: concentration of Serum Amyloid A in blood (μg/ml).

### Acute phase response

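Gene expression was measured on the Affymetrix Bovine Genome Array, a single-colour oligonucleotide array on which each transcript is read by a set of short probes (a probe set). Each array held RNA from biopsy tissue of 1 mammary gland at 1 time. The 49 arrays came from 14 cows and formed 4 groups. At 24 h there were 12 arrays of infected glands (T24) and 9 of control glands that were not inoculated (C24). At 192 h there were 14 of infected (T192) and 14 of control glands (C192). The infected and the control gland of the same cow could be set against each other in 9 cows at 24 h and in 14 cows at 192 h, and 9 cows had all 4 arrays. A hind gland served as the control in 1 C24 and in 4 C192 arrays. The authors deposited RMA values on the log2 scale, which are background-corrected, quantile-normalized between arrays and summarised over the probes of each probe set, and these values were used as deposited. Array medians lay between 6.58 and 6.72 and the lowest single value was 2.54. Quantile normalization gives all arrays nearly the same distribution, so a change shared by most transcripts would not be seen. Of 24128 probe sets, 112 control probe sets were left out and 24016 were tested with limma, with 1 mean for each group, all 49 arrays in the fit and Bonferroni adjustment over the 24016 probe sets. Probe sets with an adjusted p under 0.05 were called. The platform annotation gave 1 gene symbol for 13292 of the tested probe sets, several for 86 and none for 10638, and names are used only for those with 1 symbol. The number of arrays limits the precision, and the standard error (SE) is given with the differences that matter most.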

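At 24 h the infected glands differed from the control glands in 922 of the 24016 probe sets tested, and 564 of these carried 1 gene symbol and stood for 498 genes. Of these probe sets, 701 were higher and 221 lower in T24. The balance depended on the threshold, since 2667 were higher and 2415 lower with Benjamini-Hochberg adjustment, and 3651 higher and 4257 lower at unadjusted p under 0.05. The 701 higher probe sets moved further than the 221 lower ones. Their log2 fold changes ranged from 0.39 to 6.38 with a median of 1.38, whereas the lower ones had sizes from 0.38 to 4.45 with a median of 0.89. A log2 fold change of at least 2 in size was reached by 183 higher and 16 lower probe sets. All 9 cows with both glands showed the direction of the call in 659 of the 701 higher and in 201 of the 221 lower probe sets. With the cow as a block in the fit, 338 probe sets were lower. The number of lower probe sets depended on single cows and was 122 without cow 1289, 132 without cow 1922 and 132 without cow 3341.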

In total, 982 DE transcripts were detected (*P *< 0.05) at this stage, of which 684 corresponded to 609 annotated genes [Additional file 1: Supplemental Table S1]. 

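The expression profiles of the probe sets called at 24 h fell into a rising and a falling group. Hierarchical clustering of the 922 probe sets over the T24 and C24 arrays (complete linkage, Euclidean distance, each probe set centred on its mean) and division into 2 clusters placed 701 probe sets in one and 221 in the other. Every probe set shared its cluster with those that changed in its own direction (100%), and the same held with average linkage on correlation. S100A8 and CXCR1, both abundant in neutrophils, were in the larger cluster, and the lipid genes LPL and FASN were in the smaller one. Clustering of all 49 arrays set the 12 T24 arrays apart from the other 37, whichever of the 2 linkages was used. The probe sets were selected for their difference between T24 and C24, so the separation by direction is a description and not a test.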

Hierarchical clustering of the DE transcripts revealed two main clusters (up-regulated and down-regulated).

### Up-regulated genes

Cluster 1 (up-regulated) contained 699 of the DE transcripts, representing 551 distinct genes. 

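The 10 called genes with the largest increase in the infected glands at 24 h included 3 genes of S100 proteins. S100A8, S100A9 and S100A12 encode calcium-binding proteins that neutrophils hold in large amounts. S100A8 rose from 7.85 ± 0.57 (SD, n = 9) in C24 to 13.68 ± 0.40 (SD, n = 12) in T24 on the log2 scale, a log2 fold change of 5.83 (SE 0.32, adjusted p = 7.1e-19). The log2 fold changes were 6.33 for the S100A9 probe set with the largest increase (SE 0.49) and 5.71 for S100A12. CXCR1, a receptor of interleukin 8, rose from 5.17 ± 0.57 to 10.95 ± 0.73, a log2 fold change of 5.78 (SE 0.22, adjusted p = 1.2e-25). IL1R2 (4.90) encodes the decoy receptor of interleukin 1 and IL1RN (4.72) the antagonist of its receptor. IL1RN reached 11.49 ± 0.81 in T24 from 6.78 ± 0.45 in C24 (adjusted p = 3.0e-16). The other genes among these 10 were HP (6.01), TGM3 (5.45), CXCL2 (5.38) and RUBCNL (4.84). Each of these 10 was higher in the infected gland of all 9 cows with both glands. The probe set with the largest increase (6.38, adjusted p = 3.1e-26) has no symbol in the platform annotation, and Table S1 of the paper lists it as KDM4B on chromosome 7.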

Hypergeometric gene set analysis based on the GO information revealed overrepresentation of 92 gene sets [Additional file 2: Supplemental Table S2]. Of these gene sets, 43 were directly related to immune response. 

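Genes of the innate defence rose in several groups in the infected glands at 24 h. The list of antimicrobial proteins had 24 measured genes and a median log2 fold change of 0.12. Of these genes, 8 were higher and none was lower in T24, and 9 were higher when adjusted over the list alone. Besides the S100 proteins these included PTX3, a soluble pattern recognition molecule, with a log2 fold change of 4.39. LAP (lingual antimicrobial peptide), a beta-defensin of epithelia, had 3.602. S100A8, S100A9 and S100A12 are also on the list of neutrophil markers, of which 9 of 11 were higher (median 3.86). Of 29 measured genes of complement and coagulation, 8 were higher and none was lower (11 and 0 adjusted over the list alone). The largest changes were those of CFB (4.32, complement factor B), CD55 (4.07, which limits complement on the cell surface), F13A1 (3.04) and F5 (2.56). Of 16 measured acute phase genes, 4 were higher and none was lower (7 and 0 adjusted over the list alone), and next to HP and CFB these were SAA3 (3.52) and CD14 (1.51). The genes called higher were overrepresented in all 3 lists (Fisher's exact test against the 9155 named genes, one-sided, adjusted p = 9.7e-06, 3.8e-05 and 0.0069). In a test of the whole list against all other genes (camera) the antimicrobial and complement lists kept adjusted p = 0.038 each with an estimated correlation between genes, which became adjusted p = 0.065 and 0.067 with an estimated correlation and the cow as a block, and the acute phase list had adjusted p = 0.10 with an estimated correlation. The call of SAA3 was lost without any 1 of 9 cows (adjusted p up to 0.46) and with the cow as a block (0.22). It was also lost with ranges of array numbers as a block, but kept over complete pairs with the cow as a block (0.042). The call of CD14 was lost without any 1 of 12 cows (up to 0.41) and with arrays centred on their median. It was kept with the cow as a block (9.5e-04), also over complete pairs (0.0056).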

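Genes that let leukocytes attach to vessel walls and cross them were higher in the infected glands at 24 h. Of 27 measured genes of leukocyte adhesion and transendothelial migration, 13 were higher in T24 and none was lower, both over all probe sets and adjusted over the list alone. ITGB2, the beta chain shared by leukocyte integrins, had a log2 fold change of 2.21 (adjusted p = 3.5e-07), and ICAM1, the ligand of these integrins on endothelium, 1.85 (adjusted p = 8.0e-09). MMP9, a matrix protease stored in neutrophil granules, had 2.05 (adjusted p = 0.014), but its call was lost without any 1 of 6 cows (adjusted p up to 0.19) and with the cow as a block (0.061). All 5 measured subunits and regulators of the phagocyte NADPH oxidase, the enzyme that makes superoxide in phagocytes, were higher. Among these were NCF1 (4.49), RAC2 (2.01), CYBA (1.78) and CYBB (1.58). Called genes were overrepresented in both lists (Fisher's exact test, one-sided, adjusted p = 1.4e-10 and 4.9e-07), and camera gave adjusted p = 0.012 and 0.0038 with an estimated correlation. The mean of the neutrophil markers per array was 9.54 ± 0.46 (SD, n = 12) in T24 and 6.16 ± 0.29 (SD, n = 9) in C24.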

GO identifiers were related to inflammatory response (GO:0006954), chemotaxis (GO:0006935), immune response (GO:0006955), leukocyte migration (GO:0050900), response to lipopolysaccharide (GO:0032496), and TLR signalling pathway (GO:0002224). In contrast, the hypergeometric gene set analysis based on the KEGG information revealed 18 gene sets (Table 1). These were related to chemokine signalling pathway (KEGG04062), TLR signalling pathway (KEGG04620), leukocyte transendothelial migration (KEGG04670), cytokine-cytokine receptor interaction (KEGG04060), natural killer (NK) cell-mediated cytotoxicity (KEGG04650), and RIG-I-like signalling pathway (KEGG04622). 

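Many genes of chemokines, cytokines and their receptors rose in the infected glands at 24 h. Of 23 measured genes of chemokines and chemokine receptors, 9 were higher in T24 and none was lower, with 12 higher when adjusted over the list alone and a median log2 fold change of 1.02. Of 33 measured genes of other cytokines and cytokine receptors, 14 were higher and none was lower, with 18 higher when adjusted over the list alone and a median of 0.77. The members that rose included the inhibitors of interleukin 1 signalling IL1R2 and IL1RN, the receptor chain IL6R (2.46) and LTB (2.54, lymphotoxin beta), although the probe sets of LTB differed in call. Among 27 lists of pathways, camera gave both lists adjusted p = 0.0027 with an estimated correlation, and Fisher's exact test gave adjusted p = 5.2e-07 and 1.4e-10 (one-sided). The neutrophil markers moved with these groups, with 9 of 11 higher, whereas 0 of 14 T cell markers passed the limma test (0 when adjusted over the list alone). KEGG memberships were not used here, and the lists were written from general knowledge.

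**Figure D1:**
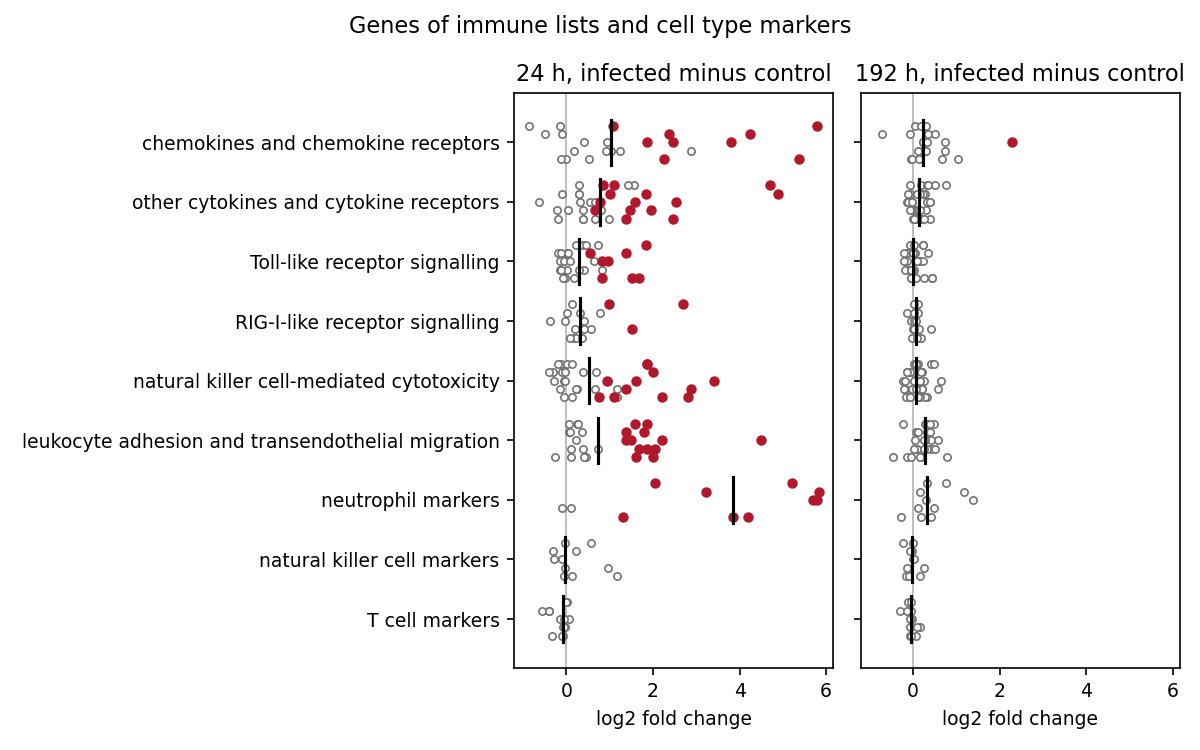
Log2 fold change (infected minus control, horizontal axis) of each measured gene of 9 lists at 24 h (left) and 192 h (right). Filled red points passed the Bonferroni threshold, open points did not, and the black bar is the median of the list. At 24 h the median lies at 1.02 for the chemokines and at 3.86 for the neutrophil markers, and close to 0 for the markers of natural killer cells (-0.03) and T cells (-0.08).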

Among the DE transcripts in this cluster the genes encoding chemokine (C-C motif) ligands (CCL3, CCL4, CCL5, CCL16, CCL19), chemokine (C-X-C motif) ligands (CXCL2, CXCL5, CXCL16), interleukin 1β (IL1B), interleukin 8 (IL-8), interleukin receptors (IL1R1, IL2RA, IL2RG, IL4R, IL6R, IL8R), interferon regulatory factor 9 (IRF9), neutrophil cytosolic factors (NCF1, NCF2), and Toll-like receptors (TLR2, TLR4) were represented.

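Of the genes named here, 18 have a probe set under the same symbol, and 16 of them were higher in T24 and none was lower (17 adjusted over the list alone). Their median log2 fold change was 1.81. The list was chosen by the study on these samples and is not independent evidence of the direction. Among the ligands, CXCL2 had a log2 fold change of 5.38 (adjusted p = 2.4e-14) and CXCL5 3.81, and both attract neutrophils. CXCL8 (IL-8) rose from 4.95 ± 0.25 (SD, n = 9) in C24 to 9.20 ± 0.94 (SD, n = 12) in T24, a log2 fold change of 4.25 (SE 0.24, adjusted p = 3.3e-18). CCL4, CCL5 and CCL19, which attract monocytes and lymphocytes, had 2.46, 2.37 and 2.26, and CCL16 1.93 for the probe set that only Table S1 names so. IL1B had 1.95 (adjusted p = 9.1e-11) and IRF9, a partner of the STAT proteins in interferon signalling, 1.11 (adjusted p = 4.4e-05). CXCL16 (1.08, adjusted p = 0.0024) lost its call without cow 3341 (adjusted p = 0.068), and IL4R (1.00, adjusted p = 0.013) lost it without any 1 of 6 cows (adjusted p up to 0.18). CCL3 had 1.02 (adjusted p = 1, and adjusted p = 0.027 with the cow as a block) for its brightest probe set, and 1 of its 3 probe sets was called, with log2 fold changes from 0.02 to 4.11. The probe set with the symbol IL1R1 in the platform annotation had 0.32 (adjusted p = 1). The probe set that Table S1 lists as IL1R1 is another one, which that annotation names IL1R2. It had 4.90 (adjusted p = 7.1e-22). With only the complete pairs of infected and control glands and the cow as a block, CCL16 (adjusted p = 0.18) and CCL5 (0.21) did not pass the test.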

**Table 1:** Significant KEGG identifiers detected based on the differentially expressed transcripts in cluster 1 for the acute phase response to *E. coli *infection*

KEGG ID	*P *value	Odds Ratio	Exp Count	Count	Size	Term
4062	2.98E-09	5.571349	5.027606	22	106	Chemokine signaling pathway
4620	4.87E-06	6.066348	2.513803	12	53	Toll-like receptor signaling pathway
4670	2.71E-05	4.568835	3.414978	13	72	Leukocyte transendothelial migration
4060	9.62E-05	3.722762	4.363583	14	92	Cytokine-cytokine receptor interaction
4650	0.000254	4.473538	2.656094	10	56	Natural killer cell mediated cytotoxicity
4514	0.000518	3.714061	3.414978	11	72	Cell adhesion molecules (CAMs)
4622	0.000743	5.504747	1.565198	7	33	RIG-I-like receptor signaling pathway
4666	0.000873	4.103185	2.561233	9	54	Fc gamma R-mediated phagocytosis
4662	0.001521	4.767827	1.754919	7	37	B cell receptor signaling pathway
4612	0.002095	4.468453	1.84978	7	39	Antigen processing and presentation
4920	0.002438	4.332374	1.89721	7	40	Adipocytokine signaling pathway
4210	0.002843	3.718903	2.466373	8	52	Apoptosis
4610	0.00426	3.861615	2.086931	7	44	Complement and coagulation cascades
3050	0.00727	3.941793	1.754919	6	37	Proteasome
4630	0.00791	2.831847	3.509838	9	74	Jak-STAT signaling pathway
5340	0.008959	5.797582	0.853744	4	18	Primary immunodeficiency
564	0.046285	3.241129	1.375477	4	29	Glycerophospholipid metabolism
5200	0.04726	1.759624	7.778561	13	164	Pathways in cancer

*A hypergeometric gene set enrichment test was performed based on cluster 1 of the contrast T24 *vs*. C24. Overrepresentation of gene sets defined by the KEGG database was tested using the Fisher's exact test. A gene set was considered significant if *P *< 0.05.

### Down-regulated genes

Cluster 2 contained 229 DE transcripts, representing 125 known genes that were down-regulated in response to *E. coli *infection. 

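Some genes of fat uptake and fat synthesis were among the 10 called genes with the largest decrease in the infected glands at 24 h. LPL, the lipase that releases fatty acids from blood lipoproteins, fell from 11.75 ± 1.51 (SD, n = 9) in C24 to 7.30 ± 0.87 (SD, n = 12) in T24, a log2 fold change of -4.45 (SE 0.59, adjusted p = 2.2e-05). GPAM, which adds the first fatty acid to glycerol phosphate, fell from 12.55 ± 0.68 to 9.93 ± 0.41, a log2 fold change of -2.61 (adjusted p = 0.001). THRSP, a regulator of lipogenesis, had -2.33 (adjusted p = 9.3e-04), and FASN -2.14. LRAT, which esterifies retinol for storage, had -2.25. The other genes among these 10 were SHISAL2B (-3.51), CYP2B6 (-2.85), GLT8D2 (-2.59), ATF5 (-2.40) and GALM (-2.22). All 10 were lower in the infected gland of each of the 9 cows with both glands, except ATF5, which was lower in 8. The call of SHISAL2B was lost without any 1 of 4 cows (adjusted p up to 0.17) and that of ATF5 without any 1 of 3 (up to 0.10). With only complete pairs and the cow as a block SHISAL2B (adjusted p = 1), CYP2B6 (0.40), THRSP (0.76) and ATF5 (0.15) did not pass the test.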

The hypergeometric gene set analysis based on the GO information revealed over representation of 44 gene sets mainly related to fat metabolism [Additional file 3: Supplemental Table S3], including fatty acid biosynthetic process (GO:0006633), lipid metabolic process (GO:0006629), and fatty acid metabolic process (GO:00031). 

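Genes of milk fat synthesis were lower in part in the infected glands at 24 h. Of 38 measured genes of this list, 7 were lower and 1 was higher in T24, and when adjusted over the list alone 17 were lower and 1 was higher. The median log2 fold change was -0.56. Besides LPL, GPAM, THRSP and FASN, the lower genes included ACSL1 (-1.21), which activates long-chain fatty acids. The higher gene was DGAT2 (2.02, adjusted p = 1.1e-09), an enzyme of the last step of triglyceride synthesis. These 2 genes were chosen after their values were seen. LPL, FASN and LMF1 are on the list and were called lower, and the paper names them as lower in these samples. The overrepresentation of called genes given next is therefore not independent evidence. Genes called lower were overrepresented in the list (Fisher's exact test, one-sided, adjusted p = 1.2e-06), and camera with its preset correlation gave adjusted p = 3.6e-07, but adjusted p = 0.077 with an estimated correlation, and adjusted p = 0.036 with an estimated correlation without 5 arrays far from their group, a choice made after seeing the data. Of 12 markers of the luminal epithelium, the cells that make milk, 0 were called by limma and 0 when adjusted over the list alone, with a median of -0.04.

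**Figure D2:**
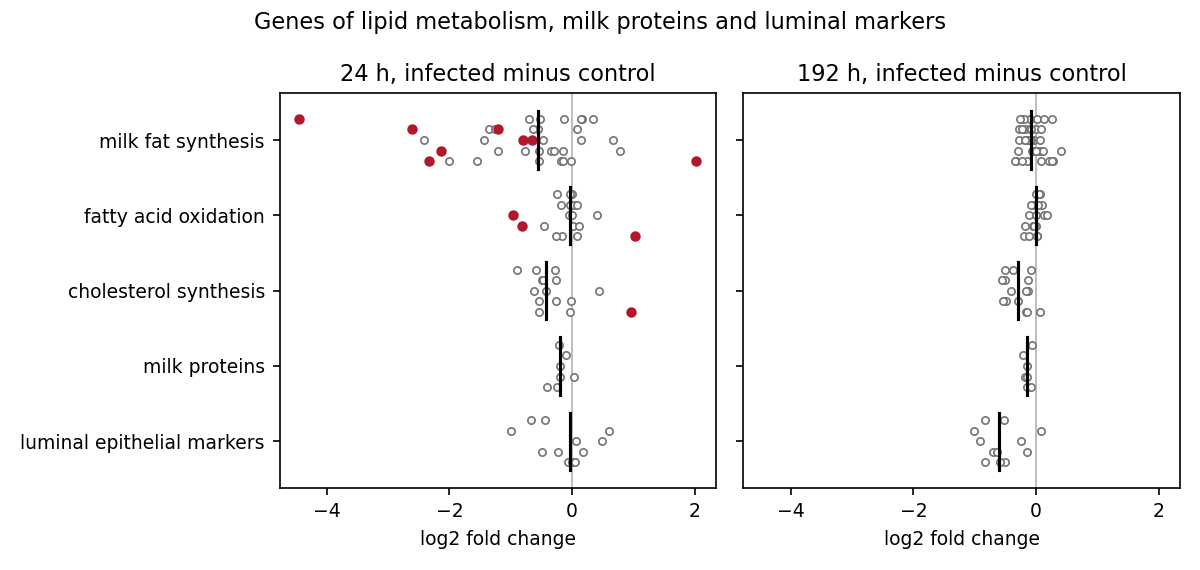
Log2 fold change (infected minus control, horizontal axis) of each measured gene of 5 lists at 24 h (left) and 192 h (right). Filled red points passed the Bonferroni threshold, open points did not, and the black bar is the median of the list. At 24 h the lowest point is LPL (-4.45), and the median of the milk fat list lies at -0.56 and that of the luminal markers at -0.04.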

The hypergeometric gene set analysis based on the KEGG information revealed over representation of 7 gene sets, of which three were related to fatty acid synthesis: fatty acid metabolism (KEGG00071), fatty acid biosynthesis (KEGG00061), and glycerolipid metabolism (KEGG00561) (Table 2). 

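Few genes of fatty acid oxidation and cholesterol synthesis passed the test at 24 h. Of 19 measured genes of fatty acid oxidation, 2 were lower and 1 was higher in T24, and the counts were the same when adjusted over the list alone. The lower genes were ECI2 (-0.96, adjusted p = 0.010) and ECI1 (-0.82, adjusted p = 0.0099), isomerases needed for unsaturated fatty acids, and ACADVL, the dehydrogenase of very long chains, was higher (1.03, adjusted p = 0.0023). The median of the list was -0.03 (camera adjusted p = 0.20, and adjusted p = 0.59 with an estimated correlation). Of 15 measured genes of cholesterol synthesis, 1 was higher, which was ACAT2 (0.96, adjusted p = 0.0033), and none was lower (1 higher and 2 lower adjusted over the list alone). Their median was -0.43, with adjusted p = 0.045 from camera at its preset correlation and adjusted p = 0.55 with an estimated correlation. The call of ECI1 was lost without any 1 of 5 cows (adjusted p up to 0.13), that of ECI2 without any 1 of 3 (up to 0.14), and that of ACAT2 without cow 1385 (0.062). Over complete pairs with the cow as a block ACADVL (adjusted p = 0.32) and ECI2 (0.25) did not pass the test.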

Among the DE transcripts in this cluster, genes encoding dehydrogenase/reductase (SDR family) member 3 (DHRS3), fatty acid synthase (FASN), fat storage-inducing transmembrane protein 2 (FITM2), lipase maturation factor 1 (LMF1), and lipoprotein lipase (LPL) were represented.

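All 5 of these genes were lower in T24, and all 5 were lower when adjusted over the list alone, which the study chose on these samples, so that it is not independent evidence. LPL had the largest decrease of the 5. FASN, which builds fatty acids from malonyl-CoA, fell from 13.18 ± 0.43 (SD, n = 9) in C24 to 11.05 ± 0.52 (SD, n = 12) in T24 (SE of the difference 0.25, adjusted p = 5.4e-07). Table S1 of the paper places the FASN probe set on chromosome 19 from 52189543 to 52190004 and that of LPL on chromosome 8 from 70214085 to 70214671, in a genome build that is not given in the sources used here. DHRS3, an enzyme that reduces retinal to retinol, had a log2 fold change of -1.35 (adjusted p = 1.5e-05) and was lower in 8 of 9 cows. LMF1, needed for the folding of lipases such as LPL, had -0.81 (adjusted p = 9.7e-05). FITM2, a protein of lipid droplet formation, had -0.66 (adjusted p = 0.017), and its call was lost without any 1 of 6 cows (adjusted p up to 0.21) and with the cow as a block (0.10). DHRS3 did not pass the test over complete pairs with the cow as a block (adjusted p = 1). Of 14 measured genes of retinol metabolism, DHRS3 and LRAT were lower and none was higher (2 lower and 1 higher adjusted over the list alone), with a median of -0.02 (camera adjusted p = 0.25, and adjusted p = 0.28 with an estimated correlation).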

**Table 2:** Significant KEGG identifiers detected based on the differentially expressed transcripts in cluster 2 for the acute phase response to *E. coli *infection*

KEGG ID	*P *value	Odds Ratio	Exp Count	Count	Size	Term
830	0.00011	19.46957	0.257269	4	24	Retinol metabolism
71	0.002574	12.51056	0.278708	3	26	Fatty acid metabolism
1100	0.016481	2.126324	6.817621	13	636	Metabolic pathways
61	0.021326	93.55556	0.021439	1	2	Fatty acid biosynthesis
980	0.029004	8.222903	0.267988	2	25	Metabolism of xenobiotics by cytochrome P450
561	0.031206	7.879108	0.278708	2	26	Glycerolipid metabolism
982	0.035802	7.270856	0.300147	2	28	Drug metabolism - cytochrome P450

*A hypergeometric gene set enrichment test was performed based on cluster 2 of the contrast T24 *vs*. C24. Overrepresentation of gene sets defined by the KEGG database was tested using the Fisher's exact test. A gene set was considered significant if *P *< 0.05.

### Chronic stage response

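At 192 h few genes separated infected from control glands. HP and CXCL5 were higher in T192 than in C192, and 0 of 24016 probe sets were lower in limma, where an unadjusted p under 0.05 was found for 701 probe sets in the higher and 858 in the lower direction. The genes with the next smallest p were GRO1, a chemokine close to CXCL2, with a log2 fold change of 1.73 (adjusted p = 0.13), CD68, a lysosomal protein of macrophages, with 1.28 (0.41), and CFB with 1.60 (0.68). They were followed by SRGN (0.92), SLAMF7 (0.70), GPNMB (1.46), EFNA5 (-0.68) and F13A1 (0.95), all with an adjusted p of at least 0.77. With the cow as a block 5 probe sets were higher, and the added ones were GRO1 (adjusted p = 0.018), TNFRSF6B (0.037) and LOC524810 (0.049). Only complete pairs with the cow as a block gave 0 calls, as did a fit of the T192 and C192 arrays alone, and without cow 1920 there were 6.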

In total, only two DE transcripts (Bt.12553.1.S1_at and Bt.7165.1.S1_at) were detected (*P *< 0.05). These encode haptoglobin (HP) and chemokine (C-X-C motif) ligand 5 (CXCL5), respectively.

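Haptoglobin (HP), an acute phase protein that binds free haemoglobin, and CXCL5, a chemokine that attracts neutrophils, were the genes that stayed higher in the infected glands at 192 h. HP was 9.42 ± 2.21 (SD, n = 14) in T192 and 5.88 ± 1.12 (SD, n = 14) in C192, a log2 fold change of 3.55 (SE 0.54, adjusted p = 7.9e-04). CXCL5 was 6.57 ± 1.31 in T192 and 4.28 ± 0.91 in C192, a log2 fold change of 2.29 (SE 0.37, adjusted p = 0.0037). Each was higher in the infected gland of 13 of 14 cows, and the exception was cow 3341 for both genes. The infected glands varied widely. HP in T192 ranged from 6.58 to 12.8, and in 6 of 14 cows it lay above every C192 value, of which the highest was 9.23. For CXCL5 the range in T192 was 4.59 to 8.72, and 8 of 14 infected glands lay above the highest control gland (6.70). Table S1 places HP on chromosome 18 from 38133164 to 38136027 and CXCL5 on chromosome 6 from 91877879 to 91880039. Within 4 ranges of array numbers, taken as possible processing batches, the log2 fold change of HP was 5.03, 1.60, 2.97 and 4.48, and that of CXCL5 2.68, 1.64, 1.71 and 3.05. Neither gene passed the test with complete pairs and the cow as a block (adjusted p = 0.40 for HP and 0.090 for CXCL5) or with only the T192 and C192 arrays in the fit (0.076 and 0.082), whereas the cow as a block over all 4 groups gave adjusted p = 3.5e-04 and 0.0015. Without 5 arrays that lay far from their group, an alternative chosen after seeing the data, CXCL5 had a log2 fold change of 1.97 and adjusted p = 0.46.

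**Figure D3:**
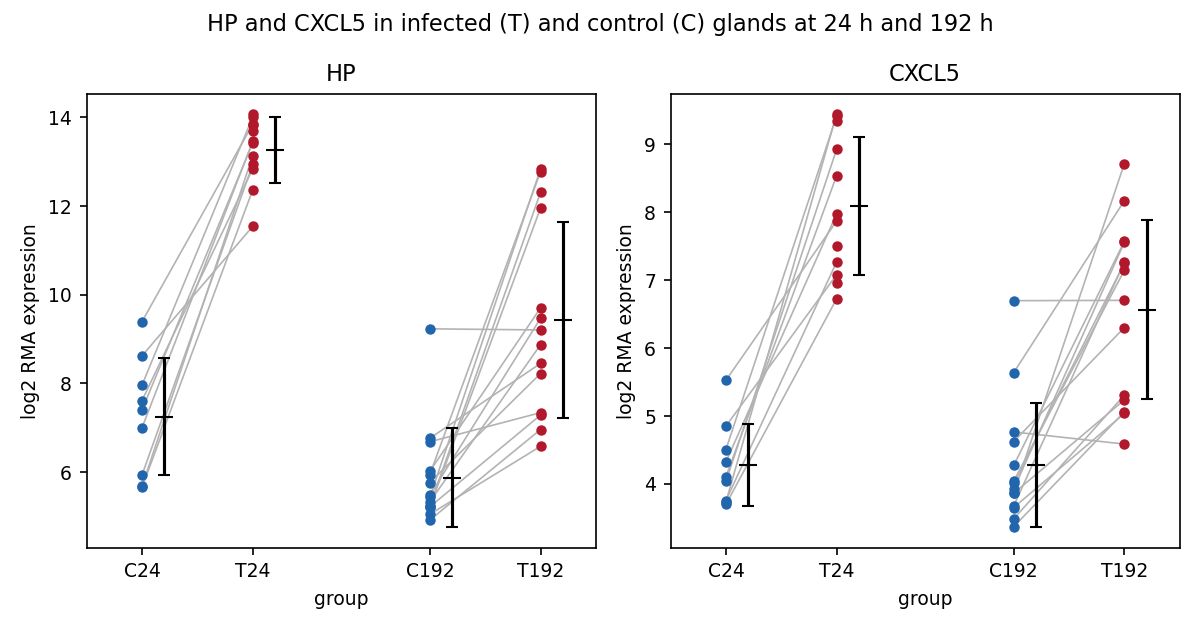
RMA expression (log2, vertical axis) of HP (left) and CXCL5 (right) in each array of the control (C24, C192) and infected (T24, T192) glands. Points are arrays, lines join both glands of a cow, and the bars are mean and SD. At 192 h HP lies at 9.42 ± 2.21 in infected and 5.88 ± 1.12 in control glands, with wide scatter among the infected glands.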

### Overlap of DE genes between live tissue and related analysis in necrotic tissue

The DE genes were compared to two other related studies on gene expression in response to *E. coli *infection in the udder [14,15]. In [Additional file 4: Supplemental Figure S1], the overlap of statistically significant DE genes at T = 24 h p.i. is presented. A group of 248 genes was represented in all three studies [Additional file 5: Supplemental Table S4]. Among this group are immune-related genes, namely those encoding chemokine (C-C motif) ligands (CCL4, CCL19), chemokine (C-X-C motif) ligands (CXCL2, CXCL5, CXCL16), intercellular adhesion molecules (ICAM1, ICAM3), immediate early response (IER3, IER5), interferon-induced transmembrane proteins (IFITM1, IFITM3), interferon regulatory factor 9 (IRF9), interleukins (IL1B, IL8), interleukin receptors (IL2RG, IL8RB, IL10RB), haptoglobin (HP), neutrophil cytosolic factors (NCF1, NCF2, NCF4), S100 calcium binding proteins (S100A2, S100A8, S100A9, S100A12), serum amyloid A 3 (SAA3), Toll-like receptors (TLR2, TLR4), and tumour necrosis factor receptor superfamily members (TNFRSF1A, TNFRSF6B). 

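In the present arrays the 248 probe sets of Table S4 behaved as follows: 223 were higher in T24 than in C24, 15 were lower and 10 did not pass the test. Of the immune genes named here, 28 have a probe set under the same symbol, and all 28 were higher over all probe sets and when adjusted over the list alone. Their median log2 fold change was 1.91. The list was chosen partly on these samples and is not independent evidence of the direction. Next to the chemokines and S100 proteins, NCF4 had 1.37, IER3, a stress-induced regulator of survival, 1.59 (adjusted p = 6.1e-05), IFITM1 1.41 and ICAM3 1.37. The probe set of IFITM3, listed in the platform annotation as LOC282255, had 1.53 (adjusted p = 4.8e-05). TNFRSF6B, a decoy receptor of the TNF family, had 1.87 (adjusted p = 0.0015) and S100A2 2.43 (adjusted p = 0.0062). IER5 is named only in Table S1 and had 2.25. The changes of TNFRSF1A (0.66, adjusted p = 0.021) and IL10RB (0.84, adjusted p = 0.028) were small, and each call was lost without any 1 of 7 cows (adjusted p up to 0.26 and 0.53) and with the cow as a block (0.060 and 0.18). NCF4 lost its call without cow 1920 or 3141 (adjusted p up to 0.074), S100A2 without any 1 of 4 cows (up to 0.11). Over complete pairs with the cow as a block ICAM3 (adjusted p = 1), NCF4 (1), IER3 (0.076), TNFRSF6B (0.073) and S100A2 (0.17) did not pass the test. The probe sets of IFITM1 differed in call. At 192 h the probe sets of Table S4 that were higher at 24 h had a median of 0.25.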

The hypergeometric gene set analysis based on the KEGG information revealed overrepresentation of 15 gene sets, of which one was related to fatty acid metabolism (glycerolipid metabolism (KEGG00561)) while the 14 other KEGG identifiers were related to the immune response: chemokine signalling pathway (KEGG04062), leukocyte transendothelial migration (KEGG04670), natural killer cell-mediated cytotoxicity (KEGG04650), Toll-like receptor signalling pathway (KEGG04620), and RIG-I-like receptor signalling pathway (KEGG04622) (Table 3).

**Table 3:** Significant KEGG identifiers detected based on the differentially expressed genes between three studies of *E. coli *infection in the bovine udder*

KEGG ID	*P *value	Odds Ratio	Exp Count	Count	Size	Term
4062	6.05E-08	6.785196	2.70837	15	106	Chemokine signaling pathway
4670	1.73E-06	7.273962	1.839648	11	72	Leukocyte transendothelial migration
4650	1.02E-05	7.646809	1.430837	9	56	Natural killer cell mediated cytotoxicity
4620	5.14E-05	7.058635	1.354185	8	53	Toll-like receptor signaling pathway
4060	0.00053	4.306462	2.350661	9	92	Cytokine-cytokine receptor interaction
4622	0.001365	6.982249	0.843172	5	33	RIG-I-like receptor signaling pathway
4514	0.002293	4.237402	1.839648	7	72	Cell adhesion molecules (CAMs)
4662	0.00231	6.105769	0.945374	5	37	B cell receptor signaling pathway
4920	0.003278	5.579882	1.022026	5	40	Adipocytokine signaling pathway
4210	0.01013	4.147677	1.328634	5	52	Apoptosis
4666	0.011834	3.977177	1.379736	5	54	Fc gamma R-mediated phagocytosis
4610	0.025259	3.88	1.124229	4	44	Complement and coagulation cascades
561	0.027695	5.044241	0.664317	3	26	Glycerolipid metabolism
4142	0.038281	2.85764	1.865198	5	73	Lysosome
4630	0.040239	2.815796	1.890749	5	74	Jak-STAT signaling pathway

*A hypergeometric gene set enrichment test was performed based on overlapping genes between the study described in this paper, Mitterhuemer *et al*. [14], and Rinaldi *et al*. [15]. Overrepresentation of gene sets defined by the KEGG database was tested using the Fisher's exact test. A gene set was considered significant if *P *< 0.05.

## Discussion

In this study, we analyzed the global gene expression changes in the bovine mammary gland that occurred during the acute phase and chronic stage of experimental *E. coli *mastitis in dairy cows in early lactation. Tissue samples were collected with a biopsy pistol, which made it possible to sample the same *E. coli*-infected cows *in vivo *at two different time periods.

The acute phase was verified by the presence of high *E. coli *CFU/ml in milk, fever, increased SCC and the presence of acute phase proteins MAA and SAA in milk and blood, respectively. Marked changes in gene expression were detected in the acute stage at 24 h p.i. 

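The response at 24 h was larger than that at 192 h in a direct test of the difference between both. The infected-control difference was larger at 24 h for 276 probe sets and lower at 24 h for 12, and 275 of the former were among those higher and all 12 of the latter among those lower in T24. CXCR1 was among these (adjusted p = 2.6e-19), as were LPL (adjusted p = 0.0075) and FASN (adjusted p = 0.018). TLR2 had adjusted p = 1 in this test although it was called at 24 h alone.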

In agreement with results from other related studies the up-regulated genes were related to the immune response, with the majority of genes involved in the induction and regulation of the local inflammatory response and the APR [9,16]. Among the top 10 KEGG pathways associated with these genes were pathways involved in chemokine signalling, Toll-like receptor signalling, leukocyte transendothelial migration, cytokine-cytokine receptor interaction, cell adhesion and Fc gamma R- mediated phagocytosis. This finding indicates the importance of recruitment and activation of macrophages and neutrophils to sites of infection during acute *E. coli *mastitis [17,18].

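Markers of neutrophils rose strongly in the infected glands at 24 h, and most other cell type markers did not pass the test. Of 11 measured neutrophil markers, 9 were higher and none was lower in T24 (9 adjusted over the list alone), with a median log2 fold change of 3.86. Examples outside the S100 proteins are NFE2 (4.20), a transcription factor of the myeloid lineage, and TREM1 (3.86), a receptor that amplifies inflammation. Camera gave this list adjusted p = 6.4e-05 with an estimated correlation over the 17 cell type lists. Of 12 markers of monocytes and macrophages, CD68 (4.15, adjusted p = 2.1e-13) and CD14 were higher and none was lower (5 higher adjusted over the list alone), with a median of 0.33. Camera with its preset correlation gave adjusted p = 0.022 and adjusted p = 0.75 with an estimated correlation. CD68 and CD14 are also expressed by neutrophils. Of 5 dendritic cell markers 0 were called by limma (median 0.03). Of 9 markers of B cells and plasma cells PRDM1 (1.03) was higher, although its probe sets differed in call. PRDM1 did not pass the test over complete pairs with the cow as a block, or with only T24 and C24 in the fit (adjusted p = 0.74). Among 10 endothelial markers 0 were called by limma (median 0.24). From the KEGG pathways of the up-regulated genes, together with earlier work, the paper reasons that the recruitment and activation of macrophages and neutrophils are important in the acute stage.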

In the acute phase, the group of down-regulated genes in the mammary gland was mainly associated with the lipid metabolism and fatty acid pathways. It is well known that cows with *E. coli *mastitis experience decreased milk production [19,20]; however, the affected molecular mechanisms related to fat synthesis in those cows has been undefined [21]. 

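Genes of milk proteins and of lactose synthesis did not pass the test at 24 h. The mean of the milk protein genes was 14.62 in C24, near the highest value of any C24 array (15.08), where the array may compress a change. CSN1S1 had a log2 fold change of -0.25, CSN1S2 of -0.19, LALBA of -0.42 and PAEP of 0.03. None of 7 milk protein genes passed the limma test (0 adjusted over the list alone, camera adjusted p = 0.37), and their median was -0.19. Their mean was lower in the infected gland of 8 of 9 cows, and without 5 arrays far from their group, a choice made after seeing the data, camera gave adjusted p = 0.037 with the preset and adjusted p = 0.26 with an estimated correlation. Of 7 measured genes of lactose synthesis 0 were called (1 higher and 1 lower adjusted over the list alone, median -0.01, camera adjusted p = 0.68). Amino acid transporters moved both ways. The 4 genes called were SLC6A14 (3.42) and SLC7A7 (1.79), which were higher, and SLC3A2 (-1.22), the heavy chain of several transporters, and SLC6A20 (-0.83), which were lower. SLC7A5, named here in addition, had the lowest value (-2.31, adjusted p = 0.062). Adjusted over the list of 10 alone, 2 were higher and 5 were lower, and the median was -0.75 (camera adjusted p = 0.039 with the preset and adjusted p = 0.20 with an estimated correlation). The call of SLC6A20 was lost without any 1 of 3 cows (adjusted p up to 0.20).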

The results presented in this paper, in conjunction with the results of Mitterhuemer *et al*. [14], clearly demonstrate that *E. coli *infection of the mammary gland reduces the expression of genes involved in fat metabolism. However, further research is needed to verify whether these genes actually influence the total amount of fat secretion in the milk or instead influence the fat percentage in the milk.

In the chronic, subclinical stage examined at 192 h p.i., all cows were found to have cleared the *E. coli *bacteria and re-established normal body temperatures. Yet, the increased SCC and increased concentrations of MAA in milk were maintained. At this stage, gene expression had returned to control levels, with the notable exception of the genes encoding for the acute phase protein haptoglobin (HP) and the chemokine CXCL5. Both genes were found to be up-regulated at the APR and chronic stage response. 

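Most genes that had changed at 24 h differed little between infected and control glands at 192 h. The 701 probe sets higher in T24 had a median log2 fold change of 1.38 at 24 h and of 0.13 at 192 h, and the 221 lower ones -0.89 and -0.13. A remainder in the same direction was frequent. Of the 701 probe sets, 531 were above 0 at 192 h and 142 had an unadjusted p under 0.05 in the higher direction, and of the 221, 183 were below 0 and 38 had an unadjusted p under 0.05 in the lower direction. Among the 27 pathway lists, those of complement and coagulation, chemokines, acute phase proteins and antimicrobial proteins were shifted upwards at 192 h (camera adjusted p = 0.0079, 0.032, 0.032 and 0.045 with an estimated correlation), with medians of 0.28, 0.24, 0.17 and 0.15. Adjusted over the list alone, 4, 2, 3 and 2 of their genes were higher. The antimicrobial list had adjusted p = 0.061 with an estimated correlation and the cow as a block. The 11 neutrophil markers had a median of 0.33 (camera adjusted p = 2.2e-05 with the preset and adjusted p = 0.13 with an estimated correlation), and 3 were higher adjusted over the list alone. S100A8 was 7.34 ± 1.12 (SD, n = 14) in T192 and 6.16 ± 0.63 (SD, n = 14) in C192 (adjusted p = 1), CXCL8 5.32 ± 0.52 and 4.81 ± 0.25, and FASN 13.32 ± 0.87 and 13.61 ± 0.27. At 192 h the luminal markers had a median of -0.61 (camera adjusted p = 5.1e-06, and adjusted p = 0.17 with an estimated correlation), and the fibroblast markers of 0.73 (adjusted p = 0.0042, and adjusted p = 0.31 with an estimated correlation). Without the 5 arrays far from their group, chosen after seeing the data, the preset correlation gave adjusted p = 0.0012 for the luminal and adjusted p = 0.33 for the fibroblast markers. The luminal median was -0.25 without cow 1920, and the fibroblast median was 0.61 without cow 1920 and 0.49 without cow 1415. The medians of the markers of monocytes and macrophages, of B cells and plasma cells, of endothelium and of myoepithelium were 0.29, 0.29, 0.23 and -0.41 (camera adjusted p = 5.5e-06, 6.9e-04, 2.0e-04 and 6.1e-05, and adjusted p = 0.13, 0.17, 0.24 and 0.17 with an estimated correlation). Without the 5 arrays the B cell and plasma cell list had adjusted p = 0.0028 with an estimated correlation. The endothelial list then had adjusted p = 0.061 with the preset, and without cow 1920 its median was 0.11. With 1 cow left out, the monocyte and macrophage median lay between 0.19 (without cow 993) and 0.36 (without cow 1920).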

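HP and CXCL5 were both higher in infected glands at 24 h and at 192 h, with larger estimates at 24 h. HP was 13.26 ± 0.75 (SD, n = 12) in T24 and 7.25 ± 1.32 (SD, n = 9) in C24, a log2 fold change of 6.01 (SE 0.63, adjusted p = 2.5e-08), and the lowest T24 value (11.5) lay above the highest C24 value (9.39). CXCL5 was 8.09 ± 1.01 in T24 and 4.28 ± 0.61 in C24, a log2 fold change of 3.81 (SE 0.44, adjusted p = 3.8e-07). In fold terms HP was 64.5 times higher at 24 h and 11.7 times at 192 h, and CXCL5 14 times and 4.89 times. The test of the difference between the time points did not separate them. The infected-control difference was larger at 24 h by 2.46 (SE 0.83) for HP and by 1.52 for CXCL5 on the log2 scale, with adjusted p = 1 for both.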

CXCL5 expression on the surface of eosinophils facilitates their ability to recruit and activate CXC receptor 2 (CXCR2)-bearing cells, such as neutrophils, to the site of inflammation. In this manner, CXCL5 can influence tissue remodelling [22], such as would be expected in recovering udder tissue. It is likely that more up-regulated genes associated with tissue modelling could have been identified if the samples had been collected earlier. However, as the biopsy procedure itself causes tissue damage and bleeding, there is a limit to how often a biopsy can be collected without influencing the gene expression results.

By comparing our study's results with those from two recent array studies using *post-mortem *tissues from *E. coli *infected cows [14,15], we identified a particularly strong dataset of the statistically significant genes and genetic pathways present in the mammary tissue during the acute phase at 24 h. All three studies were conducted in the Holstein Friesian breed, but differed with regard to *E. coli *strain and dose, cows' lactation number and stage, and the sampling procedure. In our study, a low dose (20-40 CFU/quarter) model was established in primiparous dairy cows in early lactation, and tissue samples were collected *in vivo *using biopsies at time points 24 h and 192 h p.i. in the lobuli-alveoli area. Rinaldi *et al*. [15] used a medium dose (400 CFU/quarter) in a two-step inoculation model in two quarters, with a 12 h time-delay in multiparous cows in late lactation; these tissue samples were collected *post-mortem *from euthanized cows at 12 h and 24 h p.i. from four different portions of the udder. Mitterhuemer *et al*. [14] also used a medium dose model (500 CFU/quarter), but relied on mid-lactation cows and collected tissue samples *post-mortem *at 6 h and 24 h p.i. from a less well-defined area of the udder. Furthermore, the gene analysis platforms used were different between each of the studies. All of the factors mentioned above can influence disease kinetics and gene expression levels in the mammary gland at 24 h p.i. This fact may explain why each study found a unique set of differentially expressed genes, as shown in the non-overlapping areas of the Venn-diagram [Additional file 4: Supplemental Figure S1].

A large group of DE genes were common between the three studies and were determined to be unaffected by *E. coli *strain, dose, cow factors, sampling method and gene expression analysis ([Additional file 4: Supplemental Figure S1], [Additional file 5: Supplemental Table S4]). The gene sets obtained from the analysis of the common 248 DE genes were mainly related to the immune response and are associated with the response to *E. coli *mastitis [14,15] (Table 3). However, in all three studies two of the 15 pathways were of interest because they are principally related to intracellular infections (e.g. viruses, protozoa and bacteria).

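Genes of the natural killer cell-mediated cytotoxicity list were higher in part in the infected glands at 24 h, when 9 of 11 neutrophil markers were higher too. Of 34 measured genes, 12 were higher and none was lower in T24 (16 adjusted over the list alone), with a median log2 fold change of 0.53. The largest changes were those of CD48 (3.40), a ligand of the receptor CD244 found on most leukocytes, and of TYROBP (2.87) and FCER1G (2.80), adaptor proteins of many receptors of myeloid and natural killer cells. ITGB2, RAC2, ICAM1 and ITGAL were also among them, although the probe sets of ITGAL differed in call. The cytotoxic molecules did not pass the test, with log2 fold changes of 0.96 for GNLY (granulysin) and 0.12 for PRF1 (perforin), although GNLY passed it with the cow as a block (adjusted p = 0.032). Called genes were overrepresented in the list (Fisher's exact test, one-sided, adjusted p = 2.2e-08). Camera gave adjusted p = 0.047 with an estimated correlation, adjusted p = 0.068 with an estimated correlation and the cow as a block, and adjusted p = 0.060 with an estimated correlation without 5 arrays that lay far from their group, a choice made after seeing the data.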

The first pathway, the natural killer cell-mediated cytotoxicity pathway (KEGG04650), ranked fifth on our list (Table 1) and third in the comparison between the *E. coli *gene expression studies (Table 3). The NK cells are innate lymphocytes, which function to eliminate all aberrant cells which have completely lost, or express insufficient amounts of, MHC class I molecules; virally-infected cells or tumorigenic cells are examples of such targets [23,24]. Moreover, NK cells are major cytokine producers and participate in the onset and shaping of the adaptive immune response. So far, bovine NK cells have been investigated in relation to intracellular infections with protozoa and mycobacteria [24]. The mechanisms underlying NK cells role(s) in the defence against extracellular bacteria, such as *E. coli*, remains a question of interest. NK cell lyses of damaged apoptotic and necrotic cells is one possibility. Furthermore, NK cells might be involved in a response to *E. coli *via the dendritic cells (DC) [25]. The main role of the DC is processing antigens and presenting antigens to other cells, namely the antigen presenting cells (APC). In this manner, the NK cells may play a role in maintaining homeostasis of the immune response during bacterial infections by regulating the APC amount in the secondary lymphoid organs [25]. In [Additional file 5: Supplemental Table S4], CD69, a DC-induced activation marker of NK, as well as IL2RA and IL2RG, which are part of the IL2 receptor complex on lymphocytes and NK cells, are found in the natural killer cell-mediated cytotoxicity pathway. This suggests a possible function of NK cells in the immune defence process directed against *E. coli *in the mammary gland. 

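CD69, an early activation marker of lymphocytes, rose from 5.47 ± 0.45 (SD, n = 9) in C24 to 7.84 ± 0.98 (SD, n = 12) in T24, a log2 fold change of 2.37 (SE 0.28, adjusted p = 6.6e-07). IL2RA and IL2RG, chains of the interleukin 2 receptor, had log2 fold changes of 1.47 (SE 0.15, adjusted p = 2.3e-08) and 1.59 (SE 0.19, adjusted p = 6.8e-07). All 3 were higher in the infected gland of each of the 9 cows with both glands. Over complete pairs with the cow as a block CD69 (adjusted p = 0.16) and IL2RA (0.26) did not pass the test. Of 11 markers of natural killer cells 0 were called by limma (2 higher adjusted over the list alone), and their median was -0.03 (camera adjusted p = 0.72). NCR3 had -0.31, NKG7 0.56 and CD244 1.16 (adjusted p = 0.21), and GNLY, also on this list, had 0.96 and passed the test with the cow as a block (adjusted p = 0.032). At 192 h CD69 was 5.48 ± 0.40 (SD, n = 14) in infected and 5.50 ± 0.61 (SD, n = 14) in control glands. The larger difference at 24 h than at 192 h passed the test for CD69 (adjusted p = 7.5e-04) and for IL2RA (adjusted p = 6.6e-04).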

To our knowledge, NK and DC have not been identified in healthy or inflamed mammary gland tissues from dairy cows; and, it remains to be shown if and how they are recruited from the blood compartment or local lymph nodes to the mammary gland.

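A few genes of signalling through RIG-I-like receptors, which sense RNA in the cytoplasm, were higher in the infected glands at 24 h. Of 17 measured genes of this list, 3 were higher and none was lower in T24, and 8 were higher and 1 was lower when adjusted over the list alone. The 3 were ISG15 (2.68, adjusted p = 3.3e-08), a ubiquitin-like protein induced by interferon, the kinase IKBKE (1.51, adjusted p = 0.0060) and DHX58. The median of the list was 0.31. Fisher's exact test gave adjusted p = 0.050 (one-sided), and camera gave adjusted p = 4.1e-04 with the preset correlation and adjusted p = 0.067 with an estimated correlation. The probe sets of IKBKE differed in call, and its call was lost without cow 1385 or 3341 (adjusted p up to 0.076). IKBKE also did not pass the test over complete pairs with the cow as a block (adjusted p = 0.76). With only T24 and C24 in the fit it had adjusted p = 0.09.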

The second interesting pathway, the Rig-I-like receptor signalling pathway (KEGG04622), ranked sixth on our list. Cells of the innate immune system, such as macrophages and DC, express a number of pattern-recognition receptors (PRR) that specifically recognize unique pathogen-associated molecular patterns (PAMP). In this study, as well as in others, TLR2 and TLR4 are characterized as being significantly influenced by *E. coli *mastitis. 

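TLR2, the receptor of bacterial lipoproteins, was 11.82 ± 0.30 (SD, n = 12) in T24 and 10.15 ± 0.44 (SD, n = 9) in C24, a log2 fold change of 1.67 (SE 0.21, adjusted p = 8.8e-06). TLR4, the receptor of lipopolysaccharide, was 9.25 ± 0.42 in T24 and 8.42 ± 0.28 in C24, a smaller log2 fold change of 0.83 (SE 0.15, adjusted p = 0.032). Both were higher in the infected gland of all 9 cows with both glands. The call of TLR4 was lost without any 1 of 10 cows (adjusted p up to 0.43) and with the cow as a block (0.087), while that of TLR2 was kept in all settings. At 192 h neither passed the test, with TLR2 at 10.19 ± 0.57 (SD, n = 14) in infected and 9.74 ± 0.58 (SD, n = 14) in control glands and TLR4 at 8.43 ± 0.30 and 8.64 ± 0.35. Of 29 measured genes of Toll-like receptor signalling, 8 were higher in T24 and none was lower (10 adjusted over the list alone). These included NFKBIA (1.83), the inhibitor that NF-kappa B induces, and NFKB2 (1.37). The median of the list was 0.28, and Fisher's exact test gave adjusted p = 3.8e-05 (one-sided), while camera gave adjusted p = 1.9e-04 with the preset correlation and adjusted p = 0.084 with an estimated correlation.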

Comparison of the three related studies also provided evidence for involvement of molecules functioning in the RIG-I-like receptor pathway [Additional file 5: Supplemental Table S4]. The gene-encoded products include receptors such as RIG-I, Mda5, and LGP2, which are cytoplasmatic proteins that recognize viral DNA and RNA [26]. 

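Of these receptors only LGP2 (DHX58) has a probe set under its symbol in the platform annotation, and RIG-I and Mda5 were not analysed here. DHX58 had a log2 fold change of 0.98 (SE 0.13, adjusted p = 2.2e-05) and was higher in the infected gland of all 9 cows with both glands. Of 27 measured interferon-stimulated genes, 11 were higher in T24 and none was lower (14 adjusted over the list alone), with a median of 0.71, beside 9 of 11 neutrophil markers. SAMD9 (2.35) and MX1 (2.14), which restrict viruses, had the largest changes after ISG15, while IFI6 (1.33, adjusted p = 0.046) lost its call without any 1 of 11 cows (adjusted p up to 0.60). Called genes were overrepresented (Fisher's exact test, one-sided, adjusted p = 2.1e-08), and camera gave adjusted p = 0.020 with an estimated correlation.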

Following recognition of viral-associated molecular patterns, the RIG-I-like receptors stimulate the synthesis of multiple cytokines including the group of interferon type 1 cytokines and pro-inflammatory cytokines that influence protein synthesis, growth arrest and apoptosis. Furthermore, the RIG-I-like receptors enhance DC maturation, NK cell activation, antibody production and differentiation of cytotoxic T-lymphocytes, which in turn facilitate the adaptive immune response [26]. Whether the RIG-I-like receptors are up-regulated directly from contact with *E. coli *components in the mammary gland or indirectly via cross-induction through other TLRs is yet unknown.

The exact role of the natural killer cell-mediated cytotoxicity pathway (KEGG04650) and the Rig-I-like receptor signalling pathway (KEGG04622) in the response to *E. coli *infection of the bovine udder is still unresolved. The fact that identical pathway-associated genes were similarly regulated during the APR in three independent studies indicates that further investigation of these pathways and their related cells will provide significant insights into the pathogenesis of *E. coli *mastitis. Furthermore, this work sets stage for additional work to determine whether patterns of gene expression associated with udder infections with Gram positive bacteria e.g. *S. aureus *and *S. uberis *differs from that of Gram negative infection and whether the timing of gene changes are similar.

## Conclusions

In conclusion, we have identified multiple DE genes involved in the APR and two genes in the chronic stage response to *E. coli*-induced mastitis in the mammary gland of dairy cows in early lactation. The up-regulated genes from the local APR were involved in the immune response, while the down-regulated genes were primarily involved in fat metabolism. Comparison of the DE genes in the APR of our study with those detected in two other related gene expression studies on *E. coli *mastitis revealed a common set of 248 DE genes existed despite differences in *E. coli *strain and dose, cow lactation stage and number, tissue collection method and gene analysis method. Based on the annotation and gene pathway analysis it is suggested that these genes play a central role in general host defence against *E. coli *infections in the mammary gland.

## Methods

### Animals and Treatment

Sixteen, healthy primiparous Danish Holstein-Friesian cows were challenged intramammarily with *E. coli *at four to six weeks after parturition. Prior to disease challenge, the general health and udder health of a total of 24 dairy cows were evaluated based on body temperature, white blood cell count (WBC), glutaraldehyde test, Californian Mastitis Test (CMT; (Kruuse, Marslev, DK)) and bacteriological examinations of foremilk samples. Only those cows with normal body temperature and WBC, negative glutaraldehyde test, low CMT test (range 1-5) and found to be free from major mastitis pathogens were used in the study. Tissue quarters for *E. coli *inoculation and biopsy were selected based on CMT scores (≤2) and SCC in foremilk by using the portable DeLaval Cell Counter (DCC; DeLaval, Tumba, Sweden) (range 1-6000 × 10^3 ^cells/ml). The front quarter with the lowest SCC (< 27000 cells/ml) was used for the *E. coli *inoculations. Control quarters were chosen based upon bacteriological examinations conducted prior to *E. coli *inoculation and on the quarter foremilk SCC at 24 h (<181000 cells/ml) and 192 h (<215000 cells/ml). The day prior to the *E. coli *inoculation, sterile Micro-Renathane polyvinyl catheters were inserted into the jugular vein and flushed with a sterile 0.9% NaCl solution containing 50 IU Na-heparin (Loevens Kemiske Fabrik, Ballerup, Denmark).

The cows were housed in a traditional straw-bedded tie stall barn, where they were individually fed and given free access to water. A total mixed ration (TMR) diet including vitamins and minerals was fed *ad libitum *twice a day in equal portions at 0800 and 1530 (24 hr clock). The cows were milked at 0600 and again at 1700.

All procedures involving animals were approved by the Danish Animal Experiments Inspectorate and complied with the Danish Ministry of Justice Laws concerning animal experimentation and care of experimental animals. Inspection was carried out by members of the Danish Animal Experiment committee during the acute stage of the disease.

### Preparation and inoculation of *E. coli*

The *E. coli *used was a Danish field isolate (k2bh2) isolated from a cow with severe, acute mastitis (kindly donated by Dr. Helle Daugaard Larsen, formerly of the Danish Institute for Food and Veterinary Research, Copenhagen, Denmark). All procedures involving handling of the *E. coli *inoculums were conducted in a laminar air flow (LAF) bench under sterile conditions. Prior to the inoculation, *E. coli *was grown overnight at 37°C in brain heart infusion medium (BHI; Merck, VWR - Bie & Berntsen, Denmark) in a 200 rpm-shaking incubator (Stuart Orbital incubator s150; VWR - Bie & Berntsen). The following day, the bacteria suspension was tested for purity on two non-selective enriched agars: mastitis blood agar plates (BA; Steins Eurofins A/S, Holstebro, Denmark) and tryptic soya agar (TSA; BD Difco™ - BD Denmark A/S) and for *E. coli *on a selective coliform MacConkey agar (MCA; Merck). The *E. coli *suspension was transferred to fresh BHI medium (1:10 dilution) and incubated for and additional 3 h at 37°C. Optimal bacteria growth was tested by measuring the OD (600 nm; value >1.8) on a spectrophotometer (Gene-Quant Pro; Amersham Pharmacia Biotech, Uppsala, Sweden). From then on, the *E. coli *suspension was kept on ice. Centrifugation was performed at 14000 rcf, 4°C for 20 min (Sorvall, RC6+ centrifuge; Axeb Danmark A/S, Albertslund). The bacteria pellet was washed twice and resuspended in 15 ml of cold endotoxin-free 0.9% NaCl (Løven Apotek, Hammershøj, Denmark), and 10-fold dilutions were made from this suspension. The number of washed bacteria in the dilutions was counted using the plate count agar (PCA) method on small TSA and MCA plates. The inoculum was kept overnight at 4°C. The following morning, the number of colony-forming units (CFU)/ml was counted using a manual colony counter. Then, *E. coli *was diluted in sterile 0.9% endotoxin-free NaCl to obtain 2-4 CFU/ml. Each dairy cow was inoculated with 10 ml of 0.9% pyrogen-free NaCl solution containing ~20-40 CFU live *E. coli *in one front quarter immediately after evening milking (T = 0 h). The control quarter was not inoculated. Each teat was disinfected twice with cotton wool pre-wetted with 70% ethanol. The *E. coli*-NaCl solution was infused into the gland with a sterile teat cannula and the quarter was thoroughly massaged. After the inoculation, the remaining bacteria suspension was retested in the laboratory to determine *E. coli *number by using large agar plates with TSA and MCA to accommodate 1 ml volume.

### Clinical examinations, milk and blood sampling, and laboratory analysis

Clinical and para-clinical measurements were recorded throughout the experiment. The body temperature, *E. coli *CFU/ml milk, SCC, Milk Amyloid A (MAA) concentration in the milk and the concentration of Serum Amyloid A (SAA) in the blood measured at 0, 24, and 192 h relative to the time of *E. coli *inoculation are reported here.

#### Bacteriological analysis of milk

Ten ml of foremilk samples were aseptically collected from the *E. coli *infected quarter and negative control quarter prior to infection (0 h) and immediately before the udder biopsies were collected at 24 h and 192 h. Quantification of *E. coli *(CFU/ml) was conducted on MCA plates using serial dilutions (1:10) of the milk samples in 9 ml of 0.9% NaCl. From each dilution, 0.1 ml was spread on an MCA plate and incubated for 24 h at 37°C, after which the number of pink colonies were counted using a manual colony counter. In addition, 10 μl aliquots of foremilk were cultured on BA and TSA for 48 h at 37°C in order to rule out the presence of other mastitis pathogens. The minor mastitis pathogen, coagulase negative *staphylococcus spp*., was found in three control quarters at 24 h after inoculation; specifically, two cows presented with increased SCC and these two quarters were excluded from the array analysis.

#### SCC

Foremilk samples were analyzed for SCC as previously described.

#### MAA and SAA

MAA measurements were carried out as previously described [27]. Blood sampling and SAA measurements were carried out as previously described [28].

### Udder biopsies

Udder biopsies were collected from the infected quarter and a healthy control quarter of each cow at 24 h (acute stage: T24; C24) and 192 h (chronic: T192; C192) after the *E. coli *challenge. Sampling was conducted after the evening milking using the following procedure: The cows were immobilized in their tie stall using a halter and rope. The skin surface of each quarter was thoroughly washed and dried. A mild sedation injection of 0.1 ml Domosedan^® ^Vet per 100 kg body weight (10 mg/ml Detomidin; Orion Pharma, Espoo, Finland) was administered intravenously. A skin area of 10 × 10 cm in the middle of each quarter (lobuli-alveolar gland region) was shaved and disinfected twice with 70% ethanol. Local anesthetic consisted of xylocaine (1% lidocaine) (Astra Zeneca A/S, Albertslund, Denmark) that was sprayed onto the shaved skin area. After 10 min, a 0.3-0.6 cm long incision was made in the udder skin with a scalpel, trying to avoid blood vessels visible under the skin. Five udder biopsies were collected at the incision point using a biopsy pistol developed for obtaining biopsies in humans (Manan Automatic Biopsy System; Marmon/MDTech, Gainesville, FL). The needle of the biopsy pistol was 14 gauge with a 17 mm notch, which collected 10-15 mg tissue per biopsy. Bleeding from the incision wound was allowed briefly, after which pressure with sterile cloth tampons were placed on the incision areas to stop bleeding and avoid hematoma formation. After the udder biopsies had been collected, cows were administered a prophylactic antibiotic treatment against infection with Gram-positive bacteria by intramuscular injection of 30 ml of Penovet^® ^vet (300000 IE benzylpenicillinprocain/ml; Boehringer Ingelheim Danmark A/S, Copenhagen, Denmark). The udder biopsies were snap frozen in liquid nitrogen and transported to the laboratory where the tissue was stored at -80°C until RNA extraction.

### Expression profiling using microarrays

The number of samples used in the microarray analysis was: T24, 12; C24, 9; T192, 14; and C192, 14.

Isolation and labelling of RNA and microarray processing was performed as described previously [29]. RNA from the udder biopsies was isolated using Trizol Reagent (Invitrogen, Taastrup, Denmark). Five μg total RNA was labelled using the SuperScript Choice System (Life Technologies), according to the manufacturer's instructions. Biotin-labelled cRNA was prepared using the BioArray High Yield RNA Transcript Labelling Kit (Enzo, Farmingdale, NY, USA), and 15 μg was loaded onto the probe array cartridge (Bovine Genome Array; Affymetrix, Santa Clara, CA, USA). The array contained 24128 probe sets which represented 15264 UniGene (annotation from May, 2006) to measure the global transcripts. The Bovine Genome Array annotation available from NetAffx™ Analysis Centre (Bovine.na29.annot.csv) was used. Additional and updated annotation was obtained from the Ensemble database, using the biomaRt package (version 2.0.0) in R [30]. In total 10401 probes on the array had a corresponding Ensemble ID, and 9369 probes were able to be assigned to the group Biological Processes (BP) of the Gene Ontology (GO) database http://www.geneontology.org/.

### Statistical analysis

The data was analyzed using R (version 2.10.0) http://www.r-project.org/. Normalization of the expression values for the udder samples was performed using the Robust Multi-array Average (RMA) algorithm as implemented in the Affy package (version 1.24.2). More detailed descriptions of the microarray experiment and data are available at the NCBI's Gene Expression Omnibus (GEO) database [31,32] through the accession number GSE24217.

Differential expression of each gene was assessed using linear modelling and empirical Bayes methods, which were implemented using the R package Limma (version 3.2.1) [33]. The linear models allowed for changes according to time points. Comparisons of the APR and chronic stage response were 24 h p.i. *vs*. 24 h control (T24 - C24) and 192 h p.i. *vs*. 192 h control (T192 - C192), respectively. Each transcript targeted by a probe was tested for its expression change using a modified Student's *t-*test. In the modified *t-*test, the residual standard deviations were moderated across the probe sets to ensure that there was a more stable inference for each transcript. The moderated standard deviations were considered as a compromise between the individual transcript standard deviations and the pooled transcripts standard deviation. Multiple testing was accounted for using the Bonferroni correction method. Probes were considered to be DE if the corrected *P*-value was below 0.05 and had a minimum log2-fold change of 1.0 for both the APR and chronic stage response.

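With the minimum log2 fold change of 1.0 in size applied on top of the Bonferroni threshold, 518 probe sets were higher and 90 were lower in T24 than in C24, in all 608. Table S1 of the paper, of which 928 entries were read here, lists 304 coefficients under 1.0 in size, the smallest of them 0.387. Genes that pass without this minimum but not with it include TLR4, DHX58, LMF1 and FITM2. Both probe sets higher in T192 than in C192, those of HP and CXCL5, passed it.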

Two-way clustering of the DE genes and samples (animals) was performed using the heatmap.2 option (gplots package version 2.7.4).

A hyper geometric gene set enrichment test (GOstats package version 2.12.0) was performed based on the clusters identified in the APR or chronic stage response comparison. Overrepresentation of gene sets defined by the group of BP in the GO database or the Kyoto Encyclopedia of Genes and Genomes database (KEGG) http://www.genome.jp/kegg/ was tested using Fisher's exact test. For this test, only the significant genes which were annotated with an Entrez gene ID were included. When a gene had a duplicate on the array, only a single gene ID was used. A gene-set was considered significant if *P *< 0.05.

The differentially expressed genes from our study at T = 24 h p.i. were compared to the *E. coli *expression studies (also at T = 24 h p.i.) previously reported in the literature [14,15]. The Affymetrix probe identifiers for the DE genes from the study by Mitterhuemer *et al*. [14] were taken from the GEO database (GSE15025), while the gene identifiers for and Rinaldi *et al*. [15] were taken from GSE15441). Expression levels were calculated at T = 24 h p.i. for all four regions in the udder mentioned in the study and a probe was included if it was differentially expressed in any of the regions. Since the arrays in Rinaldi *et al*. [15] were not Affymetrix, the probes were translated to Affymetrix probe IDs. Then, the annotated probes were matched with the list of annotated probes from our study and a Venn diagram was generated to show the overlap between the studies.

A hypergeometric gene set enrichment test was performed based on the KEGG pathways, as described earlier based on the DE genes that were common between our study, Mitterhuemer *et al*. [14], and Rinaldi *et al*. [15] (GOstats package version 2.12.0). A gene set was considered significant if *P *< 0.05.

## Authors' contributions

BB analyzed the microarray data and wrote the manuscript. CR carried out the animal challenges. KLI and CR collected the mammary biopsy samples. PS, CR and KLI designed the experimental plan. SME made the comparison between the gene lists of the different *E. coli *gene expression experiments available in the literature. BB, PS, CR, SME and KLI contributed to the interpretation of the results, discussion and refinement of the manuscript. The authors agreed on the contents of the paper.

## Supplementary Material

Additional file 1 **Table S1: Differentially expressed transcripts for the acute phase response to *E. coli *infection in the bovine udder**. Click here for file

Additional file 2 **Table S2: Significant GO identifiers detected based on the differentially expressed transcripts in cluster 1 for the acute phase response to *E. coli *infection**. A hypergeometric gene set enrichment test was performed based on cluster 1 of the contrast T24 *vs*. C24. Overrepresentation of gene sets defined by the GO database http://www.geneontology.org/ was tested using the Fisher's exact test. A gene set was considered significant if *P *< 0.05. Click here for file

Additional file 3 **Table S3: Significant GO identifiers detected based on the differentially expressed transcripts in cluster 2 for the acute phase response to *E. coli *infection**. A hypergeometric gene set enrichment test was performed based on cluster 2 of the contrast T24 *vs*. C24. A gene set was considered significant if *P *< 0.05. Click here for file

Additional file 4 **Figure S1: Venn diagram showing the overlap of differentially expressed genes between three studies on *E. coli *infection in the bovine udder at T = 24 h post-infection**. 1) "This study": the study described in this manuscript, 2) "Mitterhuemer": the study described by Mitterhuemer *et al*. [14], and 3) "Rinaldi": the study described by Rinaldi *et al*. [15]. Click here for file

Additional file 5 **Table S4: Overlap of differentially expressed genes between three studies of *E. coli *infection in the bovine udder**. Data from T = 24 h post-infection in three different studies: 1) "This study": the study described in this paper; 2) "Mitterhuemer": the study described by Mitterhuemer *et al*. [14]; and 3) "Rinaldi": the study described by Rinaldi *et al*. [15]. Click here for file

# Supplementary material for: In depth analysis of genes and pathways of the mammary gland involved in the pathogenesis of bovine Escherichia coli-mastitis
**Source:** BMC Genomics. 2011 Feb 28;12:130. doi: 10.1186/1471-2164-12-130
**Supplement:** Additional file 2 — Table S2: Significant GO identifiers detected based on the differentially expressed transcripts in cluster 1 for the acute phase response to E. coli infection. A hypergeometric gene set enrichment test was performed based on cluster 1 of the contrast T24 vs. C24. Overrepresentation of gene sets defined by the GO database http://www.geneontology.org/ was tested using the Fisher's exact test. A gene set was considered significant if P < 0.05.

Gene to GO BP Conditional test for over-representation

# Supplementary material for: In depth analysis of genes and pathways of the mammary gland involved in the pathogenesis of bovine Escherichia coli-mastitis
**Source:** BMC Genomics. 2011 Feb 28;12:130. doi: 10.1186/1471-2164-12-130
**Supplement:** Additional file 3 — Table S3: Significant GO identifiers detected based on the differentially expressed transcripts in cluster 2 for the acute phase response to E. coli infection. A hypergeometric gene set enrichment test was performed based on cluster 2 of the contrast T24 vs. C24. A gene set was considered significant if P < 0.05.

Gene to GO BP Conditional test for over-representation

| GOBPID | Pvalue | OddsRatio | ExpCount | Count | Size | Term |
| GO:0019752 | 0.001 | 4.324 | 2 | 9 | 232 | carboxylic acid metabolic process |
| GO:0042180 | 0.001 | 4.205 | 3 | 9 | 238 | cellular ketone metabolic process |
| GO:0055114 | 0.002 | 3.300 | 4 | 10 | 335 | oxidation reduction |
| GO:0042326 | 0.006 | 21.473 | 0 | 2 | 11 | negative regulation of phosphorylation |
| GO:0006082 | 0.006 | 4.018 | 2 | 6 | 166 | organic acid metabolic process |
| GO:0010563 | 0.007 | 19.322 | 0 | 2 | 12 | negative regulation of phosphorus metabolic process |
| GO:0006633 | 0.007 | 8.403 | 0 | 3 | 38 | fatty acid biosynthetic process |
| GO:0006629 | 0.008 | 3.109 | 3 | 8 | 275 | lipid metabolic process |
| GO:0006469 | 0.008 | 17.561 | 0 | 2 | 13 | negative regulation of protein kinase activity |
| GO:0006639 | 0.008 | 17.561 | 0 | 2 | 13 | acylglycerol metabolic process |
| GO:0051348 | 0.008 | 17.561 | 0 | 2 | 13 | negative regulation of transferase activity |
| GO:0006631 | 0.010 | 7.386 | 0 | 3 | 45 | fatty acid metabolic process |
| GO:0005997 | 0.011 | Inf | 0 | 1 | 1 | xylulose metabolic process |
| GO:0006482 | 0.011 | Inf | 0 | 1 | 1 | protein amino acid demethylation |
| GO:0010744 | 0.011 | Inf | 0 | 1 | 1 | positive regulation of foam cell differentiation |
| GO:0015820 | 0.011 | Inf | 0 | 1 | 1 | leucine transport |
| GO:0015823 | 0.011 | Inf | 0 | 1 | 1 | phenylalanine transport |
| GO:0015827 | 0.011 | Inf | 0 | 1 | 1 | tryptophan transport |
| GO:0015993 | 0.011 | Inf | 0 | 1 | 1 | molecular hydrogen transport |
| GO:0032429 | 0.011 | Inf | 0 | 1 | 1 | regulation of phospholipase A2 activity |
| GO:0032431 | 0.011 | Inf | 0 | 1 | 1 | activation of phospholipase A2 activity |
| GO:0034367 | 0.011 | Inf | 0 | 1 | 1 | macromolecular complex remodeling |
| GO:0034369 | 0.011 | Inf | 0 | 1 | 1 | plasma lipoprotein particle remodeling |
| GO:0034372 | 0.011 | Inf | 0 | 1 | 1 | very-low-density lipoprotein particle remodeling |
| GO:0048662 | 0.011 | Inf | 0 | 1 | 1 | negative regulation of smooth muscle cell proliferation |
| GO:0018904 | 0.011 | 14.854 | 0 | 2 | 15 | organic ether metabolic process |
| GO:0000188 | 0.021 | 94.923 | 0 | 1 | 2 | inactivation of MAPK activity |
| GO:0006651 | 0.021 | 94.923 | 0 | 1 | 2 | diacylglycerol biosynthetic process |
| GO:0046325 | 0.021 | 94.923 | 0 | 1 | 2 | negative regulation of glucose import |
| GO:0048511 | 0.028 | 8.379 | 0 | 2 | 25 | rhythmic process |
| GO:0006422 | 0.032 | 47.452 | 0 | 1 | 3 | aspartyl-tRNA aminoacylation |
| GO:0042732 | 0.032 | 47.452 | 0 | 1 | 3 | D-xylose metabolic process |
| GO:0046627 | 0.032 | 47.452 | 0 | 1 | 3 | negative regulation of insulin receptor signaling pathway |
| GO:0016053 | 0.032 | 4.642 | 1 | 3 | 66 | organic acid biosynthetic process |
| GO:0019748 | 0.040 | 6.875 | 0 | 2 | 30 | secondary metabolic process |
| GO:0001938 | 0.042 | 31.628 | 0 | 1 | 4 | positive regulation of endothelial cell proliferation |
| GO:0009303 | 0.042 | 31.628 | 0 | 1 | 4 | rRNA transcription |
| GO:0019433 | 0.042 | 31.628 | 0 | 1 | 4 | triglyceride catabolic process |
| GO:0044269 | 0.042 | 31.628 | 0 | 1 | 4 | glycerol ether catabolic process |
| GO:0046460 | 0.042 | 31.628 | 0 | 1 | 4 | neutral lipid biosynthetic process |
| GO:0046461 | 0.042 | 31.628 | 0 | 1 | 4 | neutral lipid catabolic process |
| GO:0046503 | 0.042 | 31.628 | 0 | 1 | 4 | glycerolipid catabolic process |
| GO:0046942 | 0.042 | 6.637 | 0 | 2 | 31 | carboxylic acid transport |

How the deposited data were processed for this re-analysis (not part of the article)

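Mammary gland biopsies from 14 cows infected with E. coli in 1 gland were measured on 49 Affymetrix Bovine Genome Arrays, with 12 arrays in T24, 9 in C24, 14 in T192 and 14 in C192. The group, the cow and the position of each gland were taken from the sample labels, and all 49 value columns were tied to a sample by the labels (0 columns were left over). No 2 arrays held identical values. The authors processed the arrays with RMA in the affy package 1.24.2 under R 2.10.0, and their deposited values are log2 expression values, background-corrected, quantile-normalized between arrays and summarised by median polish, with no centring of the probe sets. The authors tested differences with limma 3.2.1. Since the values were normalized together, levels can be compared between arrays of a probe set but not between probe sets. Raw probe intensities and detection calls were not used here, so the number of arrays and the spread between cows are the only measures of precision.

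From these values, 1 mean for each of the 4 groups was fitted to each probe set with limma 3.58.1 (R 4.3.3), which moderates the variance over all probe sets (residual degrees of freedom 45, prior degrees of freedom 3.82). The contrasts were T24 minus C24, T192 minus C192, the difference between these, and C24 minus C192. All tests were two-sided unless stated. The 24016 probe sets outside the 112 control probe sets of the array were tested, and a probe set was called when its Bonferroni-adjusted p was under 0.05. The paper's methods also state a minimum log2 fold change of 1.0, but its Table S1 lists smaller values, so the minimum was used as an alternative. The paper's methods name no term for the cow. The coefficients of Table S1 differ from those of this fit by up to 0.0576, and the cause of this difference is not known. Gene symbols came from the platform annotation, and 13283 of its gene identifiers were found in a table of RefSeq genes, which changed 0 symbols. Where several probe sets carried 1 symbol, the one with the highest mean over all arrays stood for the gene. Coordinates are those of the paper's Table S1.

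Before the data were examined, the groups, tests, most alternatives, 27 lists of pathways and functions, 17 lists of cell type markers and 4 lists of genes that the paper names were fixed. The lists were written from general knowledge because KEGG and GO memberships were not used here. Some of them hold genes that the paper names as changed in these samples, so their tests are not fully independent of the paper. For each list the measured genes called higher or lower were counted, over all probe sets and adjusted over the list alone. A one-sided Fisher's exact test set the called genes against the 9155 genes with a symbol, of which 372 were higher and 84 lower at 24 h. Camera compared each list with all other genes, with a preset correlation between genes of 0.01 and with an estimated one, and p-values were adjusted by Benjamini-Hochberg over the lists of 1 kind. At 24 h the preset correlation called 17 pathway lists upwards and 3 downwards, of which 10 and 0 were called with the estimated correlation, and at 192 h the numbers were 13 and 1 against 4 and 0. For the cell type lists they were 2 upwards against 1 at 24 h, and 5 upwards and 2 downwards against 0 and 0 at 192 h.

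The text names the genes that the paper names, the 10 genes with the largest change in each direction in a contrast, the 10 with the smallest p at 192 h, the 5 largest in each direction between C24 and C192, and the 4 called genes of largest size in each list described, or those of smallest p where none was called. The values of Table S1 had been seen before this rule was written. Other genes are marked where they are named, and some items that fall under the rule are not reported here. Mean and SD of a group are given for 12 genes.

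The same cow number marks the same animal in the labels, so arrays were paired by cow. After subtraction of the group means, the median correlation between arrays of the same cow was 0.42 for T24 and C24, 0.34 for T192 and C192, 0.24 for T24 and T192 and 0.36 for C24 and C192, against -0.05, -0.05, -0.01 and -0.03 for different cows. It was above 0.1 in 9 of 9, 12 of 14, 10 of 12 and 7 of 9 pairs. Alternatives were the minimum log2 fold change of 1.0, Benjamini-Hochberg adjustment, the cow as a fixed block, the cow as a random block (consensus correlation 0.21), complete pairs with the cow as a block, only the groups of the contrast in the fit, 4 ranges of array numbers as a block, front control glands only (5 arrays left out), the 12008 probe sets at or above the median level, arrays centred on their median, control probe sets kept, an intensity trend with a robust prior, array weights (0.14 to 2.38), each cow left out in turn, and the probe set of largest variance for each gene. A fit without 5 arrays far from the median profile of their group, by more than 3 median absolute deviations, was added after seeing the data.

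The fit was tested on simulated data with the spread of the real arrays, in which 200 of 24016 probe sets were changed. For T24 against C24, 16%, 84%, 100% and 100% of the changed probe sets were called at log2 changes of 0.5, 1, 2 and 3, and for T192 against C192 22%, 96%, 100% and 100%, each out of 50, with 0 false calls. Correlations across cows were tested with 1e+05 permutations, bootstrap intervals of 95% used 10000 resamples of genes, and 100 splits of the arrays were drawn for each contrast, the real one included. Figures were drawn with matplotlib 3.10.9, and tables were joined with pandas 2.3.3 in Python 3.11.15.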

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

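Of the tests given here, the splits of the arrays and the comparisons of list medians were chosen after the results were seen, as was the check of the size of the differences between C24 and C192, and the others were written down beforehand.

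In C24, with 9 arrays, 1 array lay far from the others for 3 of the 12 genes examined. The gap between the extreme array and its neighbour was 0.572 of the range of the group for CXCL8 and 0.790 for CXCR1, both at the high end, and 0.563 for LPL at the low end. The threshold for such a gap is one that about 1 in 20 groups of this size pass by chance. The paper reports coagulase-negative staphylococci, a minor mastitis pathogen, in some control glands at 24 h. Whether such a gland gave any of these values was not tested.

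The infected-control difference itself differed between 24 h and 192 h for 288 probe sets. In 100 splits that exchanged the time of whole cows, the real one included, 1 gave as many, and the highest of the others was 120. The same count of splits was 1 of 100 for the 701 probe sets higher and the 221 lower in T24 (highest others 343 and 185), among splits that parted as many pairs of glands of the same cow. No other split reached any of these 3 counts. With 100 splits, 1 of 100 is the smallest possible result, so chance is argued against but not excluded. For the 2 probe sets higher in T192 the count of splits was also 1 of 100, but the highest other was 1, and no probe set was called over complete pairs with the cow as a block, so the splits say little about this count.

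The control glands, which were not inoculated, differed between both times, a contrast that the paper does not report. Between C24 and C192, 253 probe sets differed, of which 179 were higher and 74 lower at 24 h, and 1 of 100 splits gave as many (highest other 56). SDS (2.89), SCNN1G (2.61), LBP (2.38, lipopolysaccharide binding protein), LOC507615 (1.97) and TNFRSF6B (1.89) were highest at 24 h, and IGCGAMMA (-2.44), IGHM (-1.94), MID1 (-1.86), FGR (-1.78) and CXCL12 (-1.65) were lowest, with the direction shared by all 9 cows with both arrays except 8 of 9 for MID1 and FGR. Of the 11 neutrophil markers 1 was higher and none lower at 24 h (median 0.06, camera adjusted p = 0.41), while the medians of the T cell, B cell, monocyte, natural killer cell and endothelial markers were -0.44, -0.37, -0.35, -0.17 and -0.42 (camera adjusted p = 0.0040, 0.0011, 0.034, 0.039 and 0.0040, and adjusted p = 0.45, 0.30, 0.45, 0.45 and 0.45 with an estimated correlation). The mean over the neutrophil markers was higher by 0.34 at 24 h, with 6.16 ± 0.29 (SD) in C24 and 5.82 ± 0.26 (SD) in C192. Among the cows with both arrays it was lower in C24 only in cow 1867 (6.22 against 6.53). The number of probe sets that differed was 149, 153 and 147 without cows 1289, 1385 and 1922 and 410 without cow 1920. FGR lost its call without any 1 of 8 cows (adjusted p up to 0.22), LBP without any 1 of 5 (up to 0.13), and IGHM, MID1 and LOC507615 without any 1 of 3 (up to 0.12, 0.085 and 0.075). With only C24 and C192 in the fit TNFRSF6B (adjusted p = 0.095), MID1 (0.40) and FGR (0.55) did not pass the test, and without the hind control glands LBP (0.088) and MID1 (0.10) did not.

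RNA degradation as the whole cause is argued against, since 94.5% of the 110 probe sets called in a fit of C24 and C192 alone were still called with the difference between 3' and 5' control probe sets as a covariate. Independent shifts between array runs are argued against too, since over 4 rounds, each with 1 range of array numbers left out, 100% of the probe sets called in the other 3 ranges kept their sign in the range left out (152 of 152, with a probe set counted in each round that called it). The fit of C24 and C192 alone held no term for the cow, although 9 cows had both arrays. With the mean of the neutrophil markers as a covariate 44.5% (49) of the 110 stayed called, which is under the share named beforehand as the outcome if leukocytes in the control glands were the cause. All 110 kept their sign, however. As looked at only after that share was seen, their median size was 1.13 before and 1.16 after, while their median SE rose from 0.16 to 0.19. These medians include the probe sets still called, so they do not show why single calls ended. Leukocytes in the control glands therefore cannot be told apart from time. A shift common to all 24 h arrays, whose numbers lie apart from those of the 192 h arrays within each range, also stays open. The earlier biopsy of the same gland and a systemic response of the cow stay open too. Of the 253, 246 had the same sign between T24 and T192. Of the control glands in which the paper reports staphylococci at 24 h, it excluded only those with a raised somatic cell count. A control gland with these bacteria may thus remain in C24, and its part in the differences was not tested and stays open.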

How the results depend on the processing

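In the alternatives fitted gene by gene, 0 called named genes reversed; 13463 comparisons were the same, most of them for differences not called in either fit, 265 lost a call, 37 gained one and 272 changed the sign of a difference that was not called (2 probe sets carry 2 names and count for each). Of 124 named probe sets called at 24 h, 75 kept the call in all these settings, as did 0 of 2 at 192 h. Counts are given for probe sets higher at 24 h (701), lower at 24 h (221), higher at 192 h (2), different between times (288) and different between C24 and C192 (253). The minimum log2 fold change gave 90 lower at 24 h and 102 between C24 and C192, since it only removes probe sets. Benjamini-Hochberg, a milder adjustment, gave 2667 higher and 2415 lower at 24 h, 2012 between times, 2536 between C24 and C192, and 255 list members against 126. With the cow as a fixed block 338 were lower at 24 h and 5 higher at 192 h; of the other calls, this block ended those of TLR4, FITM2, SAA3, IL10RB, TNFRSF1A, MMP9 and PSME1 (adjusted p 0.13) and of 4 list tests given with the lists. It added calls of CCL3 (adjusted p 0.027) and GNLY (0.032) at 24 h. At 192 h it added those of GRO1 (0.018), TNFRSF6B (0.037) and LOC524810 (0.049). The block changed no other call of a named gene or list test. With the cow as a random block 376 were lower at 24 h and 435 differed between C24 and C192. Complete pairs as a block gave 0 at 192 h, as did only the groups of the contrast, which gave 110 between C24 and C192; both hold fewer arrays. Without dim probe sets 1 was higher at 192 h, since the CXCL5 probe set was left out. Array weights gave 1089 and 606 at 24 h, 9 at 192 h, 609 between times and 700 between C24 and C192. Without the 5 arrays far from their group, chosen after seeing the data, 429 were lower at 24 h, 5 higher at 192 h, 484 different between times and 444 between C24 and C192. Leaving out 1 cow at a time gave 563 to 737, 122 to 296, 2 to 6, 222 to 326 and 147 to 410, 0 lower at 192 h, and 102 to 132 list members. The relation between infected glands at 24 h and 192 h over 12 cows had rho 0.78 for HP and 0.45 for the acute phase mean, but -0.017 and -0.25 over 9 cows when the infected-control difference was used, and 0.29 and 0.13 for CXCL5. The cause was not tested where none is given. With another linkage or the minimum log2 fold change, 100% of the called probe sets still clustered with those of their direction. Fits of complete pairs or of the contrast's groups alone were not run for the difference between times, which uses all 4 groups. A fit of complete pairs was not run for C24 against C192 either.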

Differences from the paper's values

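None of the counts set beside the paper's differs by more than 1.5 times when the calls rest on the Bonferroni p alone. For the DE transcripts of T24 against C24, the paper's text gives 982 and 922 probe sets were called here. Its clusters hold 699 and 229 against 701 and 221 here. The paper's methods add a minimum log2 fold change of 1.0, with which 608 were called here, 518 higher and 90 lower. Of the 928 entries of the paper's Table S1, all had the same sign here and 43 were not called, and 37 probe sets called here are not among them.

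The paper names CCL3 as higher at 24 h. Its brightest probe set had a log2 fold change of 1.02 and was not called, but was with the cow as a block (adjusted p = 0.027), while 1 of its 3 probe sets was called. The paper names IL1R1 as higher. The probe set with this symbol in the platform annotation had 0.32 and was not called, and the probe set that Table S1 lists as IL1R1 carries the symbol IL1R2 in that annotation and had 4.90. The gene that the paper lists as IL8RB carries the symbol CXCR1 and had 5.78. The paper places IL2RA in Table S4, where no entry with this symbol was found, and the gene was higher here at 24 h (1.47). Of 18 measured genes named as higher, 16 were called higher, and of 5 named as lower, 5 were called lower.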

Other observations

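The comparisons of list medians and the fits without 5 arrays given here were chosen after the results were seen, and the relations between the distance of the arrays and their RNA quality or tissue markers were written down beforehand, except that the requirement of a permutation p under 0.05 for a relation at or below 0 was added after the values were seen.

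Genes of metal handling and oxidative stress rose in the infected glands at 24 h, with 9 of 16 measured genes higher and none lower (14 adjusted over the list alone), a median log2 fold change of 1.05 and camera adjusted p = 0.0027 with an estimated correlation. The neutrophil markers rose with them (9 of 11 higher, median 3.86). SLC11A1, which pumps iron and manganese out of the phagosome, had 3.87, the metallothioneins MT1A and MT2A 3.30 and 2.25, and GPX1 1.84. Of 19 genes of apoptosis 4 were higher and none was lower (7 adjusted over the list alone, adjusted p = 0.011 with an estimated correlation), of which BCL2A1 (2.71), BIRC3 (1.84) and CFLAR (1.10) inhibit cell death, while TNFRSF1A (0.66), whose call was lost with the cow as a block (0.060), is a death receptor. Protein handling moved in smaller steps. Of 17 genes of protein folding in the endoplasmic reticulum 6 were higher (11 higher and 1 lower adjusted over the list alone, adjusted p = 0.099 with an estimated correlation), among them MANF (1.65), CRELD2 (1.51) and HSP90B1 (1.41), and of 34 proteasome genes 4 were higher (23 adjusted over the list alone, median 0.50, adjusted p = 0.089 with an estimated correlation), among them PSMD11 (0.79) and PSMB4 (0.66). Of 14 genes of MHC class I presentation 4 were higher (7 adjusted over the list alone, adjusted p = 0.09 with an estimated correlation), with CALR (1.14) and PDIA3 (1.17), and of 10 of MHC class II 1 was higher, CTSS (1.32), with a median of -0.07 (camera adjusted p = 0.69). CTSS lost its call without any 1 of 4 cows (adjusted p up to 0.088), CRELD2 without cow 1385 or 3341 (up to 0.075) and PSMD11 without cow 3141 (0.081). Over complete pairs with the cow as a block MT2A (adjusted p = 1), CALR (0.88), PSMD11 (0.63), CRELD2 (0.32), MANF (0.14) and HSP90B1 (0.14) did not pass the test. Of 17 genes of glycolysis 3 were higher (12 higher and 1 lower adjusted over the list alone, adjusted p = 0.069 with an estimated correlation, and 0.021 without the 5 arrays far from their group), with SLC16A3 (2.72, with 1 of its 3 probe sets called), which exports lactate, PKM (1.47) and HK3 (0.79); PKM and HK3 lost their calls without any 1 of 9 and 8 cows (adjusted p up to 0.25 and 0.23).

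Of 29 genes of extracellular matrix and repair MMP19 (3.34, with its other probe set at -0.13 and not called) and MMP9 were higher at 24 h (5 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.22), MMP9 losing its call without any 1 of 6 cows (adjusted p up to 0.19) and with the cow as a block (0.061), and of 23 cell cycle genes 0 were called by limma (median -0.05, camera adjusted p = 0.50). At 192 h the matrix list had a median of 0.70 (camera adjusted p = 2.2e-07, and 0.26 with an estimated correlation), which was adjusted p = 0.13 without the 5 arrays far from their group. At 24 h limma called 0 of 9 myoepithelial, 6 adipocyte, 9 fibroblast, 4 mast cell, 6 red blood cell, 2 platelet and 6 skeletal muscle markers and 0 of 1 eosinophil marker (medians -0.11, -0.15, -0.13, -0.19, -0.10, 0.23, -0.22 and 0.03), and 1 of 3 skin markers was lower, KRT10 (-1.39), whose call was lost without cow 1385 or 1920 (adjusted p up to 0.074).

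Natural killer cell markers lay below the other members of the cytotoxicity list at 24 h, with a difference of medians of -0.79 (95% bootstrap interval over genes -1.49 to -0.03), but 2 of the 11 markers reached the median of those members, so this decides nothing on the number of natural killer cells.

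The lower median of the milk fat genes at 24 h was set against the luminal markers. If fewer epithelial cells in the infected biopsies were the whole cause, markers of the luminal epithelium would fall about as far. Their median lay 0.52 above that of the milk fat genes (95% bootstrap interval over genes 0.04 to 0.83), but the markers went both ways, 2 of the 12 fell as far as the milk fat median, and the interval treats correlated genes as independent. A smaller share of epithelial cells and a lower expression of the milk fat genes in these cells therefore cannot be told apart, and both stay open.

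At 192 h 5 arrays lay far from the median profile of their group, those of the infected glands of cows 1415, 1920 and 993 and of the control glands of cows 1415 and 1867. In the array of the infected gland of cow 1920, which lay farthest, the mean over the luminal markers was 5.73 (9.64 to 11.0 in the other 48 arrays) and over the milk proteins 11.1 (12.9 to 14.7), while the fibroblast markers were at 11.8 (6.92 to 11.1) and the endothelial markers at 9.24 (6.596 to 8.21). Over the 28 arrays of 192 h the distance was not clearly related to the difference between 3' and 5' control probe sets (rho 0.0077, permutation p = 0.97, with -0.62 in T192 and 0.48 in C192) or to the mean of skin, muscle and fat markers (rho -0.21, permutation p = 0.29, adjusted 0.58), so both RNA degradation and other tissue in the biopsy stay open. The second rho met the bound of 0 set beforehand as counting against other tissue, but not by more than its spread. In addition, a biopsy with more connective tissue and less secretory tissue is a candidate explanation for that 1 array that was not tested.

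Cows with a higher HP value in the infected gland at 24 h tended to have a higher one at 192 h. Over 12 cows Spearman's rho was 0.78 (permutation p = 0.0039, adjusted 0.012 over 3 measures) and Pearson's r 0.65 (permutation p = 0.021, adjusted 0.063), or 0.80 without the 2 cows farthest from the median. In T192 the HP values of 3 of these cows lay at 11.95 and above and those of the others at 9.70 and below, so the relation may rest on this grouping. With the infected-control difference of 9 cows rho was -0.017 (permutation p = 0.98). For the acute phase mean rho was 0.45 (permutation p = 0.15) and r 0.49 (permutation p = 0.10), and for CXCL5 rho was 0.29 (permutation p = 0.37) and r 0.32 (permutation p = 0.31).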
